# Systemic inflammation-induced adipose tissue remodeling drives psoriasis exacerbation in obesity through epigenetic and immunometabolic dysregulation

**DOI:** 10.7150/thno.116796

**Published:** 2025-07-28

**Authors:** Jinsun Jang, Mijoo Ahn, Jiyeong Jeong, Eun-Hui Lee, Ok-Hee Kim, Seul-A Joo, Seung Eun Baek, Han-Joo Maeng, Yun Hak Kim, In-Sun Hong, Byung-Chul Oh, Ik Soo Kim, Hee Joo Kim, YunJae Jung

**Keywords:** obesity, psoriasis, adipocytes, macrophages, single-nucleus multiome

## Abstract

**Rationale:** Disruption of adipose tissue homeostasis is increasingly recognized as a key driver of psoriatic inflammation in the context of obesity. However, the mechanisms linking adipose dysfunction to disease severity remain incompletely understood.

**Methods:** We employed an obese mouse model of psoriasis induced by topical imiquimod application or dermal IL-23 injection. Inflammatory profiling from these mice was integrated with multi-omic single-nucleus sequencing targeting RNA and chromatin accessibility to investigate genetic and epigenetic alterations in adipose tissue.

**Results:** Obese mice developed markedly aggravated psoriatic dermatitis following imiquimod treatment, accompanied by increased systemic inflammatory responses and a significant reduction in fat mass. Histological and molecular analyses revealed extensive monocyte-macrophage infiltration into perigonadal adipose tissue, increased expression of pro-inflammatory genes, and upregulation of cell death-associated molecules in obese mice relative to lean counterparts. In contrast, IL-23 injection elicited comparable skin inflammation in both lean and obese mice without inducing adipose tissue loss or systemic inflammation. Multi-omic profiling of imiquimod-treated obese mice revealed genetic and epigenetic changes in adipocytes that promote fatty acid consumption. Furthermore, a shift was observed in macrophage populations—from a lipid-associated subset with active intercellular communication in IL-23-treated mice to disorganized macrophage compartments with monocyte accumulation in imiquimod-treated mice.

**Conclusions:** These findings suggest that obesity sensitizes adipose tissue to homeostatic disruption, establishing it as a critical immunometabolic interface that drives psoriasis exacerbation in response to systemic inflammatory cues.

## Introduction

Psoriasis is a chronic skin disease characterized by epidermal hyperplasia and dermal inflammation 1. Psoriasis involves systemic inflammation beyond the skin and is associated with various complications 2. Metabolic diseases, such as type II diabetes, dyslipidemia, and hypertension, often coexist with psoriasis 3. Additionally, obesity is associated with psoriasis severity and reduced effectiveness of biologics, whereas weight loss enhances the response to both standard systemic therapy and biologics 4. In a murine model of psoriasis, obesity induced by a high-fat diet (HFD) led to increased production of key psoriasis mediators, including IL-17A, IL-22, and S100A8 5. Similar to the weight loss in obese patients with psoriasis, restricting food intake partially can reduce psoriatic inflammation in obese mice 6.

Obesity and associated metabolic disorders are serious health problems 7. However, obesity does not necessarily equate to a negative metabolic condition, particularly when excess energy is stored in metabolically healthy adipose tissue 8. Adipose tissue is pivotal in maintaining metabolic homeostasis by storing excess lipids and secreting regulatory adipokines 9. In the absence of adipose tissue inflammation, even individuals with obesity may remain metabolically healthy 10. However, an inflammatory response within adipose tissue, marked by immune cell infiltration, particularly by macrophages, disrupts this homeostatic balance 11, 12. This inflammatory remodeling leads to the release of fatty acids and pro-inflammatory cytokines, contributing to systemic metabolic dysregulation 13. Emerging evidence suggests that such disruption of adipose tissue homeostasis contributes to the severity of chronic inflammatory diseases such as psoriasis 11, 14. Nonetheless, the mechanisms by which adipose dysfunction exacerbates psoriasis in the context of obesity remain incompletely understood.

Advances in single-cell RNA-sequencing (RNA-seq) have identified diverse cell types within adipose tissue and revealed their complex interactions 15. Furthermore, the role of obesity-specific subsets of resident or infiltrated immune cells and mesenchymal stem cells has been emphasized in the regulation of metabolic disorders 16, 17. Despite the recognition of obesity-associated epigenetic modifications, our understanding of the epigenetic landscape of individual cell types within inflamed, obesity-adapted adipose tissue remains limited. Integrating gene expression and epigenetic profiling at the single-cell level provides a powerful approach to uncover the mechanisms underlying obesity-associated exacerbation of inflammatory diseases.

In the present study, we investigated the impact of HFD-induced obesity in a murine model of psoriasis induced by topical imiquimod application or dermal IL-23 injections. We assessed skin inflammation, circulating inflammatory mediators, and adipose tissue alterations. Additionally, we integrated inflammatory profiling from these mice and compared transcriptomic and epigenetic alterations in adipose tissue at the single-nucleus level to gain insights into the mechanisms by which adipose tissue dysfunction contributes to the exacerbation of obesity-associated psoriasis.

## Methods

### Mice

C57BL/6 male mice purchased from Orient Bio (Gyeonggi-do, Korea) were maintained at standard temperature and humidity in a specific pathogen-free environment. All animal procedures were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of the Lee Gil Ya Cancer and Diabetes Institute at Gachon University (Number: LCDI-2020-0113). All procedures were conducted in compliance with the ARRIVE guidelines and the *Guide for the Care and Use of Laboratory Animals* (National Research Council, 2011). Mice were fed a 60% HFD (Research Diets, New Brunswick, NJ, USA) or a 5.0% fat chow diet (Chow, LabDiet, St. Louis, MO, USA) for 12 weeks. Body weight was measured weekly. At sacrifice, all mice were weighed, and blood samples, skin, spleen, perigonadal adipose tissue, and liver tissue were collected for subsequent analyses.

### Animal model of experimental psoriasis

A topical dose of 62.5 mg of imiquimod cream (5%, Aldara™; 3M Pharmaceuticals, Maplewood, MN, USA) or vehicle cream (Vaseline; Unilever, Rotterdam, Netherlands) was applied to the shaved back daily for 4 days. To induce psoriatic skin inflammation by IL-23, mice were injected with 1 μg recombinant mouse IL-23 (R&D Systems, Minneapolis, MN, USA) in phosphate-buffered saline (PBS) daily at a labeled location on the shaved back for 5 days. Mice were assessed daily as previously described 18.

### Histology

Skin specimens and perigonadal adipose tissue were fixed in 10% neutral buffered formalin (BBC Biochemical, Mount Vernon, WA, USA) and embedded in paraffin. Multiple 4 μm-thick sections were stained with hematoxylin and eosin. For double immunofluorescence staining, sections from perigonadal adipose tissue were incubated overnight with TREM2 mAb or CCR2 mAb and F4/80 mAb (all from Abcam, Cambridge, UK). Sections were washed with phosphate-buffered saline and then incubated with Alexa Fluor 488-linked goat anti-rat IgG (H&L) secondary antibody and Alexa Fluor 647-linked goat anti-rabbit IgG (H&L) secondary antibody (all from Abcam) for 1 h. After 10 min of staining with 4',6-diamidino-2-phenylindole (Thermo Fisher Scientific, Waltham, MA, USA), slides were mounted using ProLong Gold Antifade (Molecular Probes, Eugene, OR, USA) and visualized using a DM6 B microscope equipped with a DFC7000T camera (Leica, Wetzlar, Germany). The thicknesses of subcutaneous fat and fluorescence signals were measured using i-SOLUTION™ (IMT i-Solution Inc., Vancouver, BC, Canada). The size of perigonadal adipocytes was estimated using Adiposoft software (National Institutes of Health, Bethesda, MD, USA).

### Quantitative PCR

RNA was isolated and purified using an RNeasy mini kit (Qiagen, Hilden, Germany). The purified RNA was processed with DNase I (New England Biolabs, Ipswich, MA, USA) to remove genomic DNA. Complementary DNA (cDNA) was synthesized using an iScript™ cDNA synthesis kit (Bio-Rad Laboratories, Hercules, CA, USA). Quantitative PCR was performed using iQ SYBR^®^ Green Supermix on a CFX Connect™ real-time PCR detection system (all from Bio-Rad Laboratories). Relative gene expression was determined using the 2^-ΔΔCt^ method, and the glyceraldehyde 3-phosphate dehydrogenase gene (*Gapdh*) served as an invariant control. The primer sequences are presented in **Table S1**.

### Protein array analysis

The serum profile of 40 different cytokines was assessed using a Mouse Cytokine Array Kit (R&D Systems) following the manufacturer's instructions. Chemiluminescence signals corresponding to the amount of cytokines were detected using an ImageQuant LAS 4000 biomolecular imager (GE Healthcare Bio-Sciences AB, Uppsala, Sweden). Signal quantification was performed using the HLimage++ toolkit (Western Vision Software, Salt Lake City, UT, USA).

### RNA extraction, library construction, and sequencing

Total RNA concentration was calculated using Quant-IT RiboGreen (Invitrogen, Waltham, MA, USA). To assess the integrity of the total RNA, samples were run on the TapeStation RNA screentape (Agilent, Santa Clara, CA, USA) with an RNA integrity threshold value of ≥7. A library was independently prepared with 1 µg total RNA for each sample using the TruSeq Stranded mRNA Sample Prep Kit (Illumina, San Diego, CA, USA). The libraries were amplified through PCR and then quantified using KAPA Library Quantification Kit (Kapa Biosystems, Wilmington, MA, USA) and qualified using the TapeStation D1000 ScreenTape (Agilent). Indexed libraries were then submitted to NovaSeq sequencing (Illumina). Paired-end (2 × 100 bp) sequencing was performed by Macrogen (Seoul, Korea).

### Sequence annotation and statistical analysis of gene expression

The raw reads were preprocessed to remove low-quality and adapter sequences. The processed reads were aligned to the mm10 mouse genome reference using HISAT v2.1.0 19. Thereafter, aligned reads were assembled into transcripts using StringTie v2.1.3b, and their abundance was estimated 20, 21. Genes with a read count of zero in at least one sample were excluded. To facilitate log_2_ transformation, 1 was added to each read count value of filtered genes. Filtered data were log_2_-transformed and subjected to relative log expression normalization. The statistical significance of the differential expression data was determined using nbinomWaldTest with DESeq2 and fold change. The null hypothesis that no difference exists among groups was considered.

### Gene set enrichment analysis (GSEA)

GSEA of RNA-seq data was performed using the GSEA v4.3.2 software provided by the Broad Institute (Cambridge, MA, USA) as previously described 22. Enrichment analysis was performed using the hallmark gene sets of the MsigDB database. To determine the enrichment of ontology gene sets (C5.all.v2022.1), mouse gene symbols were remapped to human orthologs. Leading-edge analysis was performed to determine the overlapping gene sets. Selected gene sets with *p* < 0.05 and a false discovery rate < 0.25 were considered.

### Western blotting

Cell lysates were prepared in ice-cold tissue lysis RIPA buffer containing a protease inhibitor cocktail and phosphatase inhibitor cocktail (all from Thermo Fisher Scientific). The protein content was measured using a BCA Protein Assay Kit (Thermo Fisher Scientific). Proteins from tissue lysates were resolved using SDS-PAGE and transferred to a polyvinylidene difluoride membrane. After 1 h of blocking using 5% bovine serum albumin (BSA) in Tris-buffered saline containing 0.1% Tween-20 (TBST), the membrane was incubated overnight at 4 °C with antibodies against cleaved-caspase-3 (c-caspase-3), caspase-3, phosphorylated receptor-interacting protein kinase 3 (pRIP3), and β-actin (all from Cell Signaling Technology, Danvers, MA, USA), RIP3 (ProSci, Poway, CA, USA), and heme oxygenase-1 (HO-1; Abcam) at 1:1000 dilution in TBST. After three TBST washes, membranes were incubated with a secondary antibody for 1 h at room temperature. Chemiluminescence was performed using ECL Western Blotting Substrate (Thermo Fisher Scientific).

### Single-nucleus preparation

Nuclei isolation from frozen mouse adipose tissue was performed following a modified protocol for single-cell multiome assay for transposase-accessible chromatin (ATAC) analysis. Frozen mouse adipose tissues were minced on dry ice and transferred to a gentle MACS C tube (Miltenyi Biotec, Bergisch Gladbach, Germany) with chilled TST buffer 23 containing 0.03% Tween 20, 0.01% BSA, 146 mM NaCl, 1 mM CaCl_2_, 21 mM MgCl_2_, and 10 mM Tris-HCl pH 7.5, prepared in ultrapure water. Tissues were dissociated using the gentleMACS Dissociator (Miltenyi Biotec), incubated on ice for 10 min, and filtered through a 40-µm cell strainer into a single-nucleus suspension. Nuclei were centrifuged at 500 ×g for 5 min at 4 °C, resuspended in chilled nuclei resuspension buffer containing 0.04% BSA and 0.2 U/μL RNase inhibitor in PBS. Nuclei were further purified and enriched using antinuclear microbeads (Miltenyi Biotec). The viability and concentration of nuclei were determined using Countess 3 (Thermo Fisher Scientific) with trypan blue staining.

### Hashing of nuclei by hash-tag antibody staining

Isolated nuclei were resuspended in a staining buffer containing 2% BSA and 0.01% Tween in PBS and incubated with Fc receptor-blocking solution (FcX; BioLegend, San Diego, CA, USA) for 5 min on ice. The nuclei of each sample were incubated with a specific hash-tag antibody (TotalSeq™-A0451~8, BioLegend, **Table S2**) for 20 min on ice and then washed thrice with staining buffer. Following centrifugation at 500 ×g for 5 min at 4 °C, hash-tagged nuclei were resuspended in the appropriate buffer for downstream analysis and combined to multiplex three or four samples, each containing an equal number of nuclei.

### Single-nucleus RNA- and ATAC-seq

Single-nucleus RNA- and ATAC-seq were performed using a Chromium Next GEM Single Cell Multiome ATAC and Gene Expression Kit (10x Genomics, Pleasanton, CA, USA). Nuclei were incubated at 37 °C for 60 min in a VeritiPro 96-Well Thermal Cycler (Thermo Fisher Scientific) with Transposition Mix for ATAC-seq, followed by GEM generation on the Chromium instrument (10x Genomics). Following reverse transcription and cleanup, barcoded ATAC fragments, cDNA, and hash-tag barcoding antibody-oligo (HTO) were amplified with the pre-amplification mix with 1 µL of 0.2 µM HTO-targeting additive primer (**Table S2**). Separate ATAC, cDNA, and HTO libraries were constructed, cleaned, and processed using the MGIEasy Universal Library Conversion Kit (App-A) (MGI, Shenzhen, China). Sequencing was performed on the DNBSEQ-G400 (MGI).

### Single-nucleus ATAC, RNA, and HTO sequence extraction and alignment

Sequencing data were generated with a DNBSEQ-G400 system. Fastq files containing cDNA and HTO data were separated using splitBarcode v.2.0.0 (MGI) by sample index sequences. The reads of Fastq files were trimmed with Trimmomatic v.0.39. Single-nucleus ATAC- and RNA-seq data were aligned and counted using Cell Ranger ARC count v.2.0.2 (10x Genomics). HTO data were preprocessed using CITE-seq-Count v.1.4.5.

### Single-nucleus RNA-seq data processing

Single-nucleus RNA-seq data were processed using Seurat v.5.0.1 for demultiplexing, quality control, normalization, integration, dimensionality reduction, and clustering. After filtering low-quality nuclei, datasets were normalized and scaled using the “SCTransform,” and data integration was performed using the reciprocal PCA method in Seurat, in which shared highly variable features were used to identify integration anchors across datasets. Nuclei were clustered using the Louvain algorithm and visualized using Uniform Manifold Approximation and Projection (UMAP). Cell types were identified using SingleR v.1.8.1, and differentially expressed genes (DEGs) were analyzed with the “FindMarkers” function. Gene set enrichment analysis was performed using clusterProfiler v.4.2.2. Cell-cell communication was estimated through the CellChat algorithm (v.1.6.1). For trajectory analysis, Velocyto v.0.17.17 and scVelo v.0.3.1 were used to estimate velocities and visualize them in UMAP coordinates, with latent time estimated using scVelo functions.

### Single-nucleus ATAC-seq data processing

Data processing was conducted using Seurat v.5.0.1 and Signac v.1.12.0, for merging, peak calling, and integrating the RNA and ATAC metadata. A common peak set was created with the GenomicRanges library, and the peaks were quantified using MACS2. Multiple modalities of mRNA levels and ATAC peaks were integrated using the weighted-nearest neighbor method. Alternatively, RNA-derived metadata was merged with ATAC-derived data, and each modality was projected using RNA-derived UMAP and cluster information in single-nucleus ATAC-seq analysis. Differentially accessible regions (DARs) were extracted using a Wilcoxon rank sum test and a latent variable in the Signac package. Putative transcription factor binding motifs enriched in DARs were identified using JASPAR 2020. Co-accessible regions were calculated using Cicero v.1.3.9 and annotated with ChIPseeker v.1.30.3. The annotated peaks and co-accessibility score were analyzed for gene ontology over-representation using clusterProfiler v.4.2.2.

### Chromatin immunoprecipitation (ChIP) and quantitative PCR

ChIP assays were conducted using the High-Sensitivity ChIP Kit (Abcam), following the manufacturer's instructions. In brief, adipose tissue samples were cross-linked with 2 mM DSG (30 min) and 1% formaldehyde (15 min). After glycine quenching, nuclei were isolated in lysis buffer containing protease inhibitors, and chromatin was sheared through sonication to 200-500 bp fragments. After centrifugation and concentration, chromatin was incubated overnight with antibodies against POU4F2, POU3F1, NR3C1, KLF5, SP1, EGR1, or IgG (as a control), as listed in **Table S3**. DNA was eluted, treated with RNase A and proteinase K, and purified. Enriched DNA was incubated overnight at 60 °C for 30 min to reverse crosslinking, then quantified and analyzed through qPCR with gene-specific primers (listed in **Table S4**).

### Graphical illustrations

Schematics of experimental workflows were created using a licensed version of Biorender.com.

### Statistical analyses

Experiments were performed in duplicate or triplicate, with two independent tests for each assay, except sequencing analysis. Two-group comparisons used a two-tailed unpaired Student's *t*-test or Mann-Whitney test. Statistical differences between groups were examined using one-way ANOVA with Tukey's post hoc or Kruskal-Wallis test with Dunn's multiple comparisons. For multiple comparisons, two-way ANOVA with Bonferroni's test was used. A *p*-value < 0.05 was considered significant. GraphPad Prism 10.3.1 (GraphPad, San Diego, CA, USA) was used for the data analysis.

## Results

### Obesity aggravates psoriatic dermatitis with a systemic increase of inflammatory mediators

After confirming that the HFD-fed mice gained more body weight and fat mass and displayed insulin resistance compared with the chow diet (Chow)-fed mice (**Figure S1A**), we topically applied imiquimod to the backs of the Chow- and HFD-fed mice (**Figure 1A**). Compared with the Chow-fed group, clinical symptoms were more severe, and the epidermis was significantly thicker in HFD-fed mice (**Figure 1B**-**D**). Consistent with these findings, imiquimod-treated obese mice showed significantly increased expression of *S100a8*, *Il1b*, *Cxcl1*, *Il22*, *Il23*, and *Il17a* in lesional skin compared to lean mice (**Figure 1E**). Furthermore, imiquimod-treated obese mice had high serum levels of innate cell growth factors, including granulocyte-colony stimulating factor and inflammatory cytokines (IL-1α, IL-16, IL-17, and tumor necrosis factor-alpha [TNFα]), along with increased chemokine levels, especially C-X-C motif ligand 1 (CXCL1), C-C motif ligand 2 (CCL2), and CCL4, and decreased levels of CXCL13 compared with the serum levels in Chow-fed mice (**Figure 1F**). Importantly, these serum levels of immune mediators remained largely unchanged in obese mice without psoriatic inflammation (**Figure S2**). Consistent with these findings, we observed an increase in the serum levels of imiquimod, and this increase was more prominent in HFD-fed mice with psoriatic inflammation (**Figure S1B**). These observations suggest that obesity alone does not exacerbate psoriasis, but that the specific clinical features of psoriasis drive its aggravation in obese mice.

### Psoriatic dermatitis associated with systemic inflammation reduces adipose tissue mass

Given that dermal imiquimod induces systemic inflammation 24, 25, we hypothesized that obesity combined with systemic inflammation exacerbates psoriatic dermatitis. Imiquimod administration caused immediate body weight loss, which was more pronounced in obese mice, indicating an intensified systemic inflammatory response (**Figure 2A**). This was further supported by a reduction in food intake and splenic enlargement (**Figure 2B**-**C**). Although liver weights remained similar, obese mice showed a significant decrease in perigonadal adipose tissue mass, unlike lean mice (**Figure 2D**). Consistently, imiquimod treatment led to over 40% reduction in adipocyte size in obese mice (**Figure 2E**), along with decreased subcutaneous fat thickness (**Figure S3A**). Remarkably, a histologic crown-like structure (CLS), characterized by the clustering of F4/80^+^ monocytes and macrophages surrounding a dying adipocyte 26, was frequently observed in the adipose tissue of obese mice with psoriatic inflammation (**Figure 2E**). In parallel, the expression of genes encoding innate inflammatory mediators was significantly upregulated in the adipose tissue from these mice (**Figure 2F**). Notably, *Il23* and *Il17a* expression remained unchanged either by diet or imiquimod treatment, suggesting that adipose tissue inflammation in obese mice with psoriasis proceeds independently of direct activation of the IL-23/IL-17 axis.

### Imiquimod-induced psoriatic dermatitis in obese mice elicits adipose tissue inflammation

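Bulk RNA sequencing was performed on perigonadal adipose tissue, the visceral fat pad that lies beside the testis and epididymis of male mice. C57BL/6 males had been fed a 60% HFD or a 5.0% fat chow diet for 12 weeks. Imiquimod, a Toll-like receptor agonist that causes psoriasis-like inflammation when applied to the skin, was given on the shaved back as 62.5 mg of a 5% cream per day. The paper's methods give 4 days of imiquimod, and the sample labels give 5 days. The comparison used tissue from 5 HFD-fed mice (HFD IMQ) and 5 Chow-fed mice (Chow IMQ), each sequenced as its own library. The labels of every Chow IMQ mouse carry Set8, those of 3 HFD IMQ mice carry HFD8, and those of the other 2 carry HFD12. These numbers were read as sets of mice, so HFD8 was taken to be set 8. The same table holds 5 libraries from IL-23-injected HFD-fed mice, which were kept out of this comparison.

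The libraries were made from polyadenylated RNA with a stranded kit and read from both ends. The authors aligned the reads to the mm10 mouse genome with HISAT, assembled and quantified transcripts with StringTie, and deposited a read count, an FPKM value and a TPM value for each of 45777 genes. The total count per mouse ranged from 49974165 to 57437266 in Chow IMQ mice (median 55677583) and from 60849728 to 71604793 in HFD IMQ mice (median 62427661). At these depths 3 counts, taken as the smallest detectable amount, corresponded to between 0.0419 and 0.0600 counts scaled to library size (CPM), a floor that covers counting error alone. The 10 most abundant genes took 9.60% to 14.7% of the counts in Chow IMQ mice and 6.83% to 7.85% in HFD IMQ mice. Following the paper's filter, genes with a count of 0 in any of the 10 mice were left out, and the other 18823 genes were compared with edgeR's quasi-likelihood test after TMM normalization. The paper used DESeq2 for this step.

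The sample titles name skin whereas the tissue field names adipose tissue, so marker genes were examined in each mouse. The mean log2 CPM of 10 adipocyte genes, among them *Adipoq*, *Plin1* and *Fabp4*, lay between 9.29 and 11.31. That of 10 keratinocyte genes, among them *Krt5*, *Krt14* and *Krt10*, lay between -2.96 and -0.003. One Chow-fed mouse, Chow IMQ 2, differed from the rest. Its 8 testis germ cell genes, such as *Prm1* and *Tnp1*, had a mean log2 CPM of 8.74, compared with -5.64 to 3.70 in the other 9 mice. Its 10 epididymis genes stood at 2.94, compared with -5.30 to -2.12 in the others. It also had counts for 31071 genes, whereas the other Chow IMQ mice had counts for 22416 to 25067 genes. Chow IMQ 2 was kept, and values without this mouse are given for the gene sets and for named genes that depend on it.

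**Figure D1:**
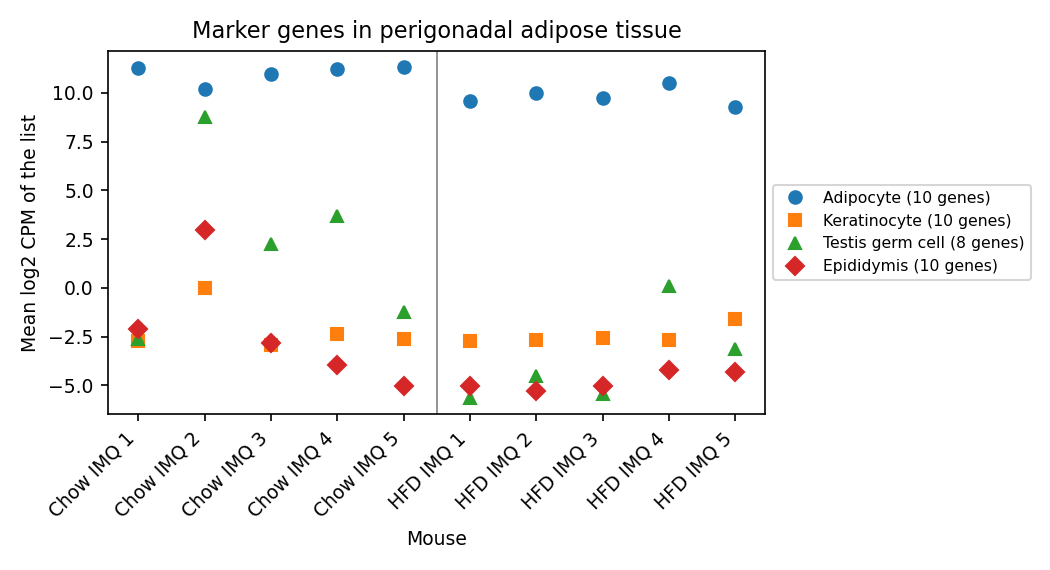
Mean log2 CPM of 4 lists of marker genes in each of the 10 imiquimod-treated mice, with 1 point per mouse and list. Adipocyte genes lie between 9.29 and 11.31 in all mice, and testis germ cell genes reach 8.74 in Chow IMQ 2.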

To gain deeper insight into the changes in adipose tissue, we compared the transcriptome of adipose tissue from imiquimod-treated obese mice and lean mice. GSEA revealed that adipose tissue from lean mice was enriched for gene sets associated with metabolic processes, whereas that from obese mice displayed enrichment in pathways related to inflammatory responses, including cytokine production, leukocyte migration, and cell activation (**Figure 3A**-**C**). 

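The gene ontology sets of the paper's GSEA were not used here, and the mouse Reactome pathway sets distributed with the fgsea package took their place. The tested genes were ranked by the square root of the F statistic, signed by the direction of the change, so a positive NES marks genes that were higher in HFD IMQ mice. Of 703 sets with 15 to 500 tested genes, 287 had an adjusted p-value under 0.05 in fgsea's preranked permutation test, 261 of them higher and 26 lower in HFD IMQ mice. Ranking by the log2 fold change moved this number most, to 211 sets. Without Chow IMQ 2, 267 sets passed, 227 of them among the 287. Among the 16 divisions of the 10 mice that separate every pair of same-numbered mice, 5 gave at least 287 sets, the diet groups included, and the other 15 gave between 59 and 340 sets. The other 4 that gave as many exchange a single pair between the groups, and the 10 that exchange 2 pairs gave at most 245.

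Before the values were seen, 12 Reactome sets had been matched by name to those in Figure 3A, and 11 of them had a testable size. Each of the 5 immune sets was higher in HFD IMQ mice. Fc gamma receptor-dependent phagocytosis (72 genes) had an NES of 2.60, and the innate immune system set (476 genes) had an NES of 2.55, each with an adjusted p-value of 2.7e-09. Cytokine signaling in the immune system (211 genes) reached an NES of 2.44 (adjusted p = 2.7e-09), and signaling by the B cell receptor (167 genes) reached 2.05 (adjusted p = 8.72e-08). Chemokine receptors and their ligands (52 genes) had an NES of 1.67 (adjusted p = 0.0113), which did not pass without Chow IMQ 2 (adjusted p = 0.0839), without HFD IMQ 4 (adjusted p = 0.258), with the replicate number as a block (adjusted p = 0.0525) or with camera in place of fgsea (adjusted p = 0.212). An absolute NES as large as that of the diet groups arose in 2 of the 16 divisions for the B cell receptor set, 3 of the 16 for the Fc gamma receptor set, 4 of the 16 for the chemokine set, 4 of the 15 in which the innate set could be tested, and 6 of the 16 for the cytokine set. Divisions that exchange 2 pairs made up 2 of these for the chemokine set, 2 for the cytokine set and none for the others.

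The metabolic sets among the 11 had negative scores. The NES was -3.13 for respiratory electron transport (77 genes, adjusted p = 2.7e-09), -2.54 for branched-chain amino acid catabolism (17 genes, adjusted p = 1.49e-07) and -2.51 for the citric acid cycle (18 genes, adjusted p = 1.84e-07). It was -2.48 for mitochondrial translation (87 genes, adjusted p = 4.89e-09). Mitochondrial fatty acid beta-oxidation (15 genes) had an NES of -2.08 (adjusted p = 0.000818), and its adjusted p was 0.101 when genes were ranked by log2 fold change. A score at least as far from 0 arose in 3 of the 16 divisions for branched-chain amino acid catabolism (1 of which exchanges 2 pairs), 3 for the citric acid cycle (1), 6 for respiratory electron transport (3), 6 for fatty acid beta-oxidation (4) and 9 for mitochondrial translation (6). Assembly of the primary cilium (156 genes) did not pass (NES -1.25, adjusted p = 0.0999), and all 16 divisions gave it a score as far from 0. Its score changed sign to 0.795 without Chow IMQ 2, whereas it passed as lower without any 1 of the other Chow IMQ mice (adjusted p from 0.00812 to 0.0382) and when ranked by DESeq2's Wald statistic (adjusted p = 0.0364).

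**Figure D2:**
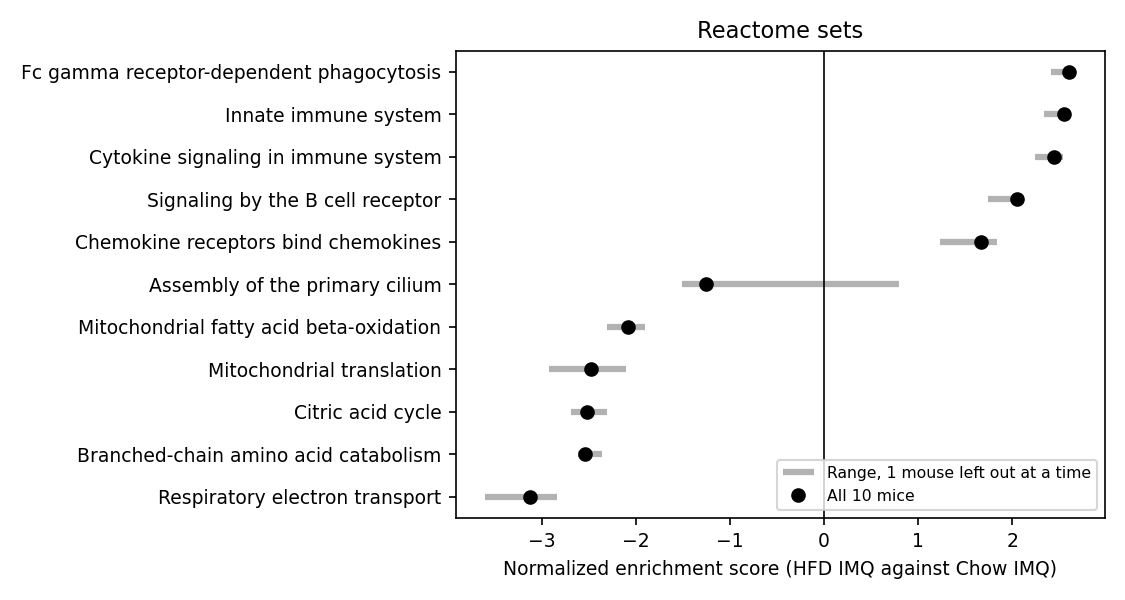
NES of 11 Reactome sets in HFD IMQ against Chow IMQ mice. Points show all 10 mice and bars show the range when each mouse is left out in turn; the bar of the primary cilium set, from -1.51 to 0.795, crosses 0.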

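Between the diet groups, 5955 of the tested genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 3081 were higher and 2874 were lower in HFD IMQ mice. Requiring an absolute log2 fold change of at least 1 moved this number most, to 2924 genes. Within set 8 alone, 5 Chow IMQ and 3 HFD IMQ mice differed in 4267 genes. Set 12 holds no Chow IMQ mouse.

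Standard errors of log2 fold changes were taken as the fold change divided by the signed square root of F. *Osm* (gene 18413), which encodes the cytokine oncostatin M, lies on chromosome 11 of mm10 from 4236785 to 4241026. Its FPKM was 0.881 ± 0.270 (SD, n = 5) in HFD IMQ mice and 0.248 ± 0.0800 (SD, n = 5) in Chow IMQ mice. The log2 fold change was 1.76 (standard error 0.29, adjusted p = 0.00143) and stayed between 1.57 and 1.98 with each mouse left out in turn. *Tnf* (gene 21926), which encodes TNFα, lies on chromosome 17 from 35199367 to 35202007. Its FPKM was 1.70 ± 0.307 (SD, n = 5) in HFD IMQ mice and 0.284 ± 0.108 (SD, n = 5) in Chow IMQ mice, a log2 fold change of 2.51 (standard error 0.30, adjusted p = 0.000242). *Pycard* (gene 66824) encodes the inflammasome adaptor ASC and lies on chromosome 7 from 127991373 to 127993867. Its FPKM was 15.2 ± 3.38 (SD, n = 5) in HFD IMQ mice and 4.22 ± 0.472 (SD, n = 5) in Chow IMQ mice, a log2 fold change of 1.82 (standard error 0.15, adjusted p = 6.98e-05). For these genes every HFD IMQ mouse lay above every Chow IMQ mouse, and no other annotated gene overlaps them. Leaving out a mouse kept the fold change between 2.33 and 2.72 for *Tnf* and between 1.69 and 1.91 for *Pycard*. Ordered by fold change among the 3081 genes that were higher in HFD IMQ mice, *Tnf* stood at place 183, *Pycard* at 491 and *Osm* at 536.

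The largest rises among protein-coding genes with a mean of at least 1 CPM and no overlap between the groups were those of *Hmga2*, *Gpr50*, *Sptlc3*, *Il1rn* and *Tm4sf19*. Their log2 fold changes were 6.62, 6.21, 5.62, 5.21 and 5.14, with adjusted p-values of 0.00102, 0.000782, 7.25e-05, 0.000155 and 0.000197. By the same rule the largest falls were those of *Tssk1*, *Sox30*, *Spata3*, *Phyhipl* and *Adcy10*, with log2 fold changes from -7.82 to -5.79 and adjusted p-values from 0.0114 to 0.0219. These falls rested largely on Chow IMQ 2, and without it the log2 fold changes ranged from -3.56 to -1.65.

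**Figure D3:**
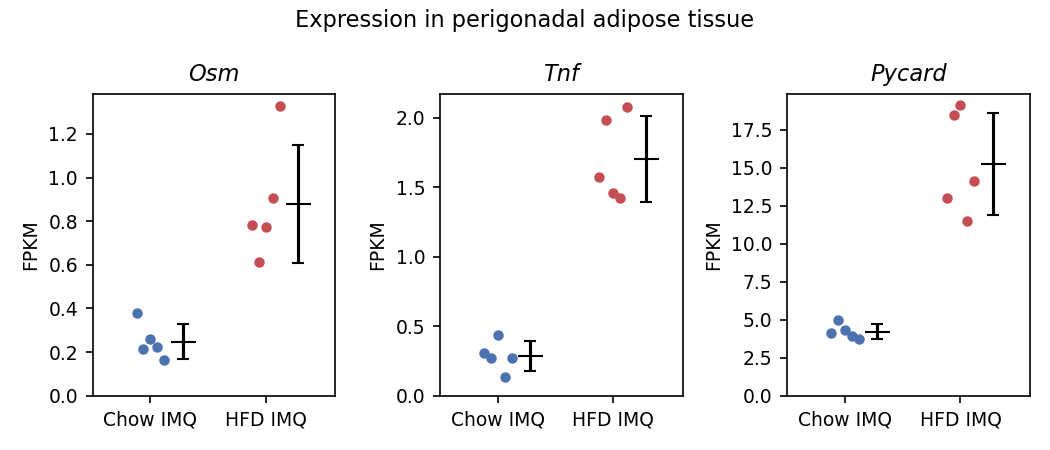
FPKM of *Osm*, *Tnf* and *Pycard* in Chow IMQ and HFD IMQ mice, with 1 point per mouse and the mean ± SD of 5 mice beside each group. For each gene the HFD IMQ mice lie above all Chow IMQ mice.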

Differential gene expression analysis further identified several innate immune-related genes, such as *Osm*, *Tnf*, and *Pycard* 27-29, as among the most highly upregulated in the adipose tissue of obese mice with psoriasis (**Figure 3B**), suggesting robust activation of innate immune networks in this context.

Given that regulated cell death contributes tissue damage and inflammation 30, the decreased adipocyte size observed in obese mice with psoriatic inflammation, together with an upregulated inflammatory response, suggests that adipocytes in this context may experience accelerated cell death. Consistently, significantly increased levels of c-caspase-3, pRIP3, and HO-1, markers associated with apoptosis, necroptosis, and ferroptosis, respectively 31, were detected in obese mice compared to Chow-fed controls with psoriatic inflammation (**Figure 3D**).

### IL-23-induced psoriatic dermatitis is not exacerbated in obese mice

We hypothesized that the inflammatory damage to adipose tissue in obesity-associated psoriasis arises from systemic features of psoriasis. Following the observation of an imiquimod-induced increase in cutaneous blood perfusion, which was not evident in mice receiving an intradermal IL-23 injection (**Figure S4**), we compared disease phenotypes in lean and obese mice after intradermal IL-23 injection (**Figure 4A**). IL-23 injection induced comparable psoriatic skin inflammation in both lean and obese mice, without accompanying weight loss or reduction in fat mass (**Figure 4B-D**). The expression of inflammatory mediators was similarly upregulated in the skin lesions of both groups following IL-23 injection (**Figure 4E**). In contrast to imiquimod application, IL-23 injection resulted in decreased expression of *S100a9* and *Il1b* in the adipose tissue of obese mice compared with lean controls (**Figure 4E**). Consistent with these findings, adipocyte size (**Figure 4F**), subcutaneous fat thickness (**Figure S3B**), and serum levels of immune mediators (**Figure 4G**) and IL-23 (**Figure S3C**) remained unchanged in obese mice injected with IL-23. Moreover, a decrease in high-density lipoprotein and free fatty acids, indicating inflammation-associated lipid utilization 32, was observed only in imiquimod-treated obese mice, but not in those injected with IL-23 (**Figure S5**). Collectively, these findings suggest that intradermal IL-23 injection, which does not elicit systemic inflammation or adipose tissue damage, fails to exacerbate psoriatic inflammation in obese mice.

### Single-nucleus sequencing reveals upregulation of catabolic pathways in adipocytes of obese mice with imiquimod-induced psoriatic dermatitis

The distinct adipose tissue responses observed in obese mice with imiquimod- versus IL-23-induced psoriatic dermatitis prompted a detailed investigation into the underlying molecular mechanisms. Accordingly, we performed single-nucleus RNA and ATAC sequencing on adipose tissue from obese mice treated with either imiquimod- or IL-23 treatment (**Figure 5A**). Nine cell types were identified from 6,574 nuclei in perigonadal adipose tissue (**Figure 5A**-**B**). The samples were demultiplexed by HTO identity, and the cell type proportions were compared (**Figure 5C**). Although most types showed no significant changes, a notable increase in the monocyte subset was observed in imiquimod-treated obese mice (**Figure 5C**). Following the observed decrease in fat mass in imiquimod-treated obese mice, we compared the genomic and epigenomic profiles of adipocytes and fibroblast and adipocyte progenitors (FAP). No significant changes in DEGs or DARs were found in FAP across the treatments, except for a reduction in obesity-related genes in imiquimod-treated FAP (**Figure 5D**-**E**). Consequently, specific gene signatures were not enriched in FAP, implying that progenitor cell alterations might not account for the reduced fat mass observed following imiquimod treatment. In IL-23-treated adipocytes, the upregulated genes included typical obesity markers such as *Lep*, which encodes leptin (**Figure 5F**). In contrast, gene sets involved in fatty acid expenditure, such as brown fat differentiation and acyl-CoA metabolism, were enriched in adipocytes from imiquimod-treated obese mice (**Figure 5G**). Despite the marginal significance, gene sets regulating reactive oxygen species were enriched in the imiquimod-treated mice, suggesting adipocyte damage (**Figure 5G**).

### Chromatin reorganization in adipocytes of obese mice with imiquimod-induced psoriatic dermatitis facilitates catabolic metabolism

Because epigenomic alterations influence gene expression 33, we further explored DARs in adipocytes. Motif analysis revealed the enrichment of *Klf*/*Sp/Egr1* motifs associated with both positive and negative adipocyte development 34 in the accessible chromatin regions of imiquimod-treated adipocytes (**Figure 6A**). In contrast, IL-23-treated adipocytes harbored motifs related to pluripotency (*Pou5f1, Pou4f2, Pou3f1,* and *Sox2*) 35, adipogenesis (*Nfatc2* and *Nfat5*) 36, 37, and obesity-associated metabolism (*Irf1 and Nr3c1*) 38 (**Figure 6A**). We also compared the co-accessible regions between treatments to identify the cis-regulatory regions and neighboring genes. Adipocytes from imiquimod-treated obese mice showed increased co-accessibility near gene clusters involved in fatty acid oxidation, particularly *Ascl5*, *Tysnd1*, and *Mlycd* (**Figure 6B**-**C**) 39-41. Conversely, cis-regulatory regions near genes associated with the cell cycle and migration were more prevalent in adipocytes from IL-23-treated obese mice (**Figure 6B**-**C**). We further evaluated co-accessible regions, which represent topologically associated genes and regulatory elements with shared transcription factors, through chromatin immunoprecipitation (ChIP) assays targeting transcription factors identified through a motif analysis. Transcription factors, such as *Klf4*, *Sp1*, and *Egr1,* were recruited to chromatin loci near gene clusters involved in fatty acid oxidation in adipocytes from imiquimod-treated obese mice but showed reduced binding in the IL-23-treated group. In contrast, *Pou3f1*, *Pou4f2*, and *Nr3c1* exhibited greater recruitment to chromatin in adipocytes from IL-23-treated obese mice than from those treated with imiquimod (**Figure 6C**). Collectively, these findings suggest that imiquimod-induced systemic inflammation promotes chromatin remodeling associated with enhanced metabolic activity in adipocytes.

### Lipid-associated macrophage subset is decreased in adipose tissue of obese mice with imiquimod-induced psoriatic dermatitis

Given the multiple macrophage compartments in the adipose tissue 42, we subdivided them into five subgroups (**Figure 7A**). Notably, macrophage-1 (Mac1) and Mac2 levels increased in the adipose tissue of imiquimod-treated obese mice (**Figure 7B**). Mac1 was characterized by *Ly86* and *Adam22* expression, which are associated with non-classical monocytes involved in vascular integrity 43, and Mac2 expressed markers of perivascular macrophages, such as *Lyve1*, *Cd163*, and *Cd209f* (**Figure 7A**) 44. In contrast, the Mac3 subset, marked by *Trem2*, a sensor of tissue-level lipid homeostasis 42, was decreased in the imiquimod-treated group (**Figure 7B**-**C**). Upregulation of genes linked to adipocyte maturation, such as *Grn*, *Ppia*, *Ntn1*, and *Nampt* 45-48, was observed only in Mac3 cells (**Figure 7C**). Furthermore, the adipose tissue of imiquimod-treated obese mice exhibited increased expression levels of Mac1 and Mac2 marker genes, whereas Mac3 marker genes were upregulated in IL-23-injected mice (**Figure S6**). Interestingly, the macrophage composition shifted from Mac3 to Mac1 and Mac2 in imiquimod-treated mice. In contrast, the reverse was observed in the IL-23-injected group (**Figure 7D**). Furthermore, pseudotime analysis revealed differentiation trajectories toward Mac3 in IL-23-injected obese mice and toward Mac2 in the imiquimod-treated group, with distinct gene expression profiles (**Figure 7E**-**F**).

### Intercellular interactions of adipose tissue macrophages are impaired in obese mice with imiquimod-induced psoriatic dermatitis

The notable decrease in chemokine-encoding genes, such as *Ccl8*, *Ccl28*, *Ccl22*, and *Ccl4*, in Mac1 and Mac2 subsets, compared with Mac3 (**Figure 7C**), suggests a reduced intercellular interaction between macrophages and other cell subsets in the adipose tissue of obese mice treated with imiquimod. Network centrality analysis of the IL-23-injected group showed that macrophage clusters were the predominant source of CCL chemokine signaling, functioning in both autocrine and paracrine manners (**Figure 8A**). However, in imiquimod-treated mice, these interactions were absent, and only the Mac3 subset maintained CCL signaling interactions (**Figure 8A**). The chromatin status around genes related to lipid-associated macrophages (*Spp1*) and chemokine signaling (*Ccr3*) further supported the reduced transcription factor accessibility in adipose tissue macrophages of imiquimod-treated obese mice (**Figure 8B**). Immunofluorescence staining also confirmed sustained F4/80^+^TREM2^+^ cell accumulation following IL-23 injection, whereas imiquimod accelerated the HFD-induced increase in F4/80^+^CCR2^+^ monocytes in the adipose tissue of obese mice (**Figure 8C**).

## Discussion

We demonstrated that disruption of the homeostasis of obese adipose tissue, triggered by systemic inflammatory responses in psoriasis, plays a crucial role in exacerbating psoriasis in obesity. Imiquimod-induced psoriatic dermatitis, combined with systemic inflammation, reorganizes chromatin signatures in adipocytes to promote catabolic metabolism and causes a shift in the macrophage subset in the adipose tissue. This shift moved from a subgroup adapted to obesity-associated environmental changes to the accumulation of recruited monocytes lacking intercellular communication capacities. Obesity-associated chronic inflammation upregulates cytokine receptors in adipose tissue 49, making it more susceptible to imiquimod-induced systemic increases in inflammatory cytokines. Additionally, the enlarged adipocytes in obese mice reach a threshold for anti-inflammatory cell removal 50, which may facilitate adipocyte damage in obese mice with psoriatic inflammation. Unlike small lipid droplets, which are easily cleared by adipose tissue macrophages, large lipid droplets resist phagocytosis, leading to CLS formation, in which macrophages surround dead or dying adipocytes and produce inflammatory cytokines 26. The increased presence of CLS in the perigonadal adipose tissue of imiquimod-treated obese mice suggests that recruited monocytes contribute to the increased formation of CLS. This was further supported by an increase in the monocyte subset, as revealed by single-nucleus RNA-seq of perigonadal adipose tissue from imiquimod-treated obese mice.

Our data indicate that obesity indirectly exacerbates psoriasis by increasing the susceptibility to adipose tissue damage in response to systemic inflammatory triggers. Previous studies using an imiquimod-induced murine psoriasis model highlighted the direct role of obesity or obesity-induced dyslipidemia in exacerbating psoriasis 5, 51. However, mice exhibit lower levels of atherogenic lipoproteins than those in humans and have a lower risk of dyslipidemia than those of other species, such as rabbits or hamsters 52, as reflected by the decreased triglyceride levels observed in obese mice in the present study. Therefore, caution is warranted when interpreting the causal relationship between serum lipid profiles and psoriasis severity using murine models. Furthermore, we observed that psoriatic dermatitis induced by intradermal IL-23 injection, which had no apparent systemic influence, did not aggravate dermatitis in obese mice, despite the presence of obesity-associated metabolic and pro-inflammatory changes. While obesity increases the risk of metabolic disease, many obese individuals remain resistant to metabolic syndrome and maintain nutrient homeostasis through efficient energy stores 10, 53. The improved metabolic profile of genetically engineered mice, which preferentially store triglycerides in white adipose tissue, illustrates the importance of healthy adipocytes 54. However, the inflammatory microenvironment of adipose tissue, accompanied by hypoxic enlargement of adipose tissue 55 and chronic inflammatory diseases, accelerates adipocyte death in obesity 56. Consistently, the systemic elevation of multiple pro-inflammatory cytokines during the progression of psoriasis may contribute to adipose tissue damage, thereby promoting comorbidities associated with obesity. Although the systemic administration of IL-23 was not evaluated in this study, subcutaneous IL-23 injection induces psoriatic inflammation comparable to that triggered by imiquimod 57. Moreover, the systemic overexpression of IL-23 in mice fed a Western diet, characterized by high sugar and moderate fat, induces more pronounced psoriatic inflammation than that for a HFD and promotes both skin and joint inflammation 58, 59. Therefore, differences in dietary composition and the route of IL-23 administration should be carefully considered when comparing inflammatory responses in lean and obese mice subjected to IL-23 injection.

Epigenetic regulation has been implicated in the occurrence and progression of metabolic diseases 60, and variations in DNA methylation and histone modifications have been associated with obesity-driven metabolic disturbance 61. Our single-nucleus multiome approach identified epigenetically different adipocytes with matched gene expression profiles at single-cell resolution and revealed metabolic impairments upon imiquimod treatment. Although live and intact single-nucleus preparations are limited to the detection of damaged adipocytes, imiquimod-driven systematic inflammatory responses reorganize accessible chromatin regions and enhance the expression of selected gene sets required for fat metabolism. Although our study provides insights into how imiquimod-induced systemic inflammation remodels adipose tissue in obese mice, the lack of an untreated obese control group in our single-nucleus sequencing analyses limits our ability to distinguish psoriasis-specific effects from baseline obesity-driven changes. Obesity alone is known to induce transcriptional and epigenetic reprogramming in adipose tissues 16, 62, and our findings suggest that systemic inflammation is associated with additional regulatory processes that disrupt adipocyte homeostasis and alter the macrophage composition. Future studies incorporating untreated obese mice will be critical to define these effects. Moreover, epigenetic profiling of DNA methylation and histone modifications in adipocytes and macrophages may help identify inflammation-constrained cell states and inform the development of strategies to restore adipose tissue function under chronic inflammatory conditions.

Obese individuals exhibit increased adipocyte-macrophage communication and receptor-ligand interaction-related gene expression within adipocytes and other cell subsets in adipose tissue 23. Notably, although the adipose tissues of obese individuals exhibit upregulated inflammatory cytokines coupled with enriched immune cells 63, certain levels of controlled inflammation are required for adipose tissue remodeling and maintenance of metabolic homeostasis 14. Accordingly, adipose tissue macrophages play a critical role in maintaining lipid homeostasis, even in inflammatory phenotypes 64. Chemokines and inflammatory mediators released by adipose tissue macrophages recruit adipocyte progenitors to promote their differentiation into mature adipocytes 63. The Mac3 subset, with upregulated expression of genes critical for lipid homeostasis and inflammatory responses was markedly decreased in the adipose tissue of imiquimod-treated obese mice. Notably, the Mac3 subset displayed increased *Trem2* expression, a gene encoding a lipid receptor that supports lipid homeostasis under obese conditions 42. In contrast, the Mac1 and Mac2 subsets, which were more prevalent in the adipose tissue of imiquimod-treated obese mice, exhibited downregulated genes that are characteristic of the lipid-associated macrophage signature, accompanied by decreased chromatin accessibility around the genes responsible for lipid handling and inflammatory migration, suggesting a failure to maintain lipid homeostasis and regulate metabolic inflammation, potentially exacerbating obesity-associated inflammatory responses in psoriasis. Given that metabolically activated macrophages exhibit limited responsiveness to classical pro-inflammatory stimuli due to their distinct lipid-handling and metabolic programming, rather than the engagement of conventional pathogen-sensing pathways 65, the distinct shifts in macrophage populations between imiquimod and IL-23 treatment may underlie the decreased *S100a9* and *Il1b* expression observed in the adipose tissue of IL-23-treated obese mice.

Although single-nucleus RNA-seq revealed predominant expression of *Trem2* in the Mac3 subset of obese mice injected with IL-23, the protein level of TREM2 in the perigonadal adipose tissue of these mice was significantly decreased compared with that in untreated obese mice. This discrepancy might originate from potential unidentified immune microenvironmental changes in the adipose tissue of obese mice injected with IL-23. Additionally, we did not observe changes in adipose tissue in obese patients with psoriasis. To elucidate the bidirectional pathogenic communication between the skin and adipose tissue, further investigations are necessary, particularly to confirm the differences between obese adipose tissue unaffected by psoriasis and that with varying degrees of psoriatic inflammation.

## Conclusions

Obesity sensitizes adipose tissue to homeostatic disruption, in which dysregulated adipocyte function and increased inflammatory responses exacerbate psoriasis under systemic inflammatory conditions. Imiquimod-induced inflammation drives epigenetic remodeling in adipocytes and shifts macrophage populations toward pro-inflammatory states, impairing lipid handling and intercellular communication. These findings identify adipose tissue as a critical immunometabolic interface and suggest that preserving its integrity and attenuating systemic inflammation may help regulate the exacerbation of obesity-associated psoriasis.

## Supplementary Material

Supplementary figures and tables.

## Figures and Tables

**Figure 1:**
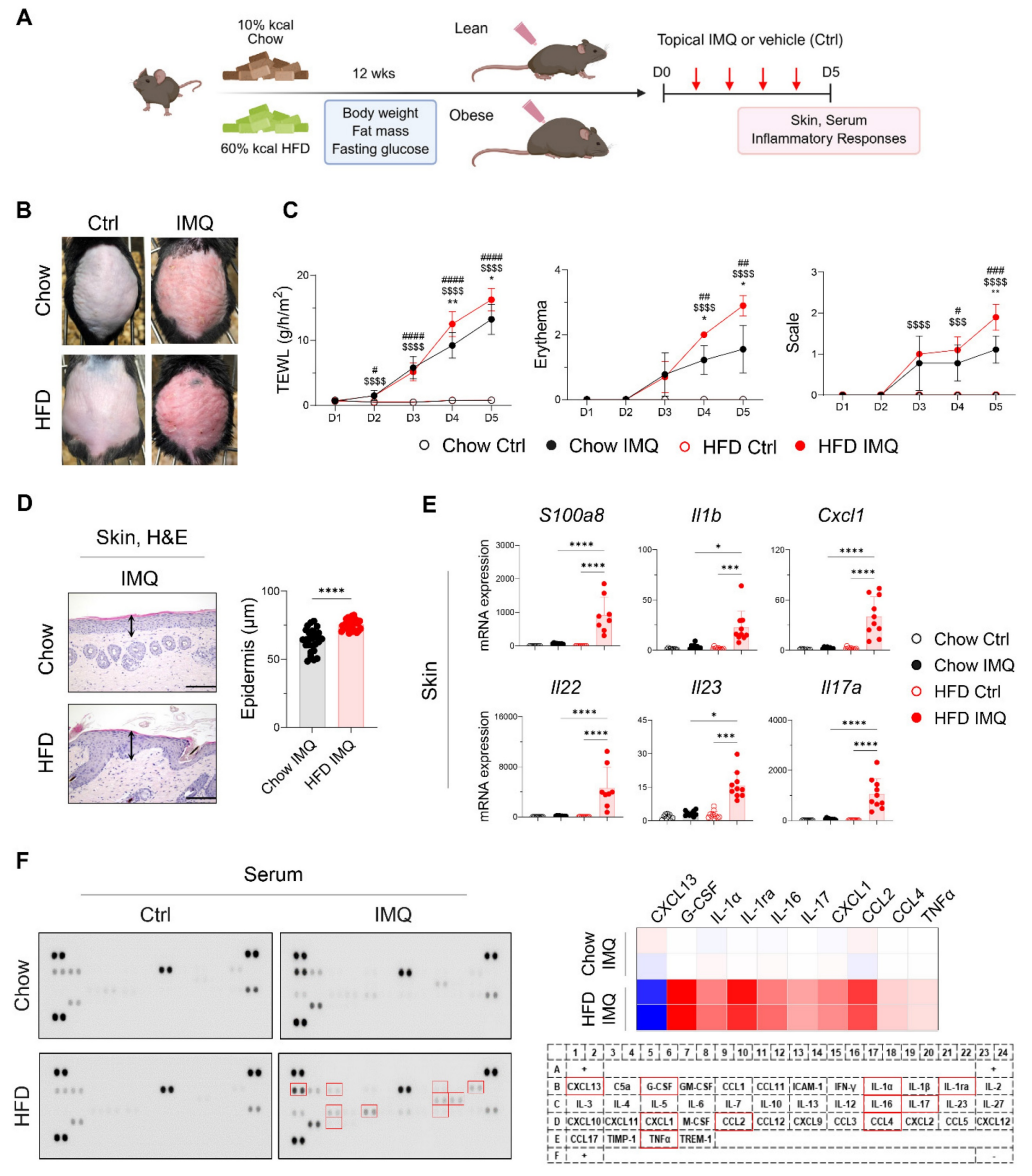
** Obesity exacerbates imiquimod (IMQ)-induced psoriatic dermatitis.** (A) Schematic diagram of experimental psoriasis induction through topic IMQ application. (B) Photographs of skin. (C) Transepithelial water loss (TEWL), erythema, and scale of IMQ and vehicle (Ctrl) treated skin of mice fed the high-fat diet (HFD) or chow diet (Chow) (n = 9-10 per group). (D) Hematoxylin and eosin-stained images (left) and epidermal thickness (right). Three distinct regions of each section were analyzed. Scale bars = 124.5 μm. (E) Quantitative PCR analysis of inflammatory mediators in the skin. (F) Representative image of the cytokine array membrane (left), heat map displaying quantified density (top right), and schematic representation of the coordinates of the mouse cytokine array (bottom right). Data are presented as the mean ± standard deviation (SD). *, Chow IMQ vs. HFD IMQ; #, Chow Ctrl vs. Chow IMQ; $, HFD Ctrl vs. HFD IMQ. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 using two-way ANOVA (C), unpaired *t*-test (D), or one-way ANOVA (E).

**Figure 2:**
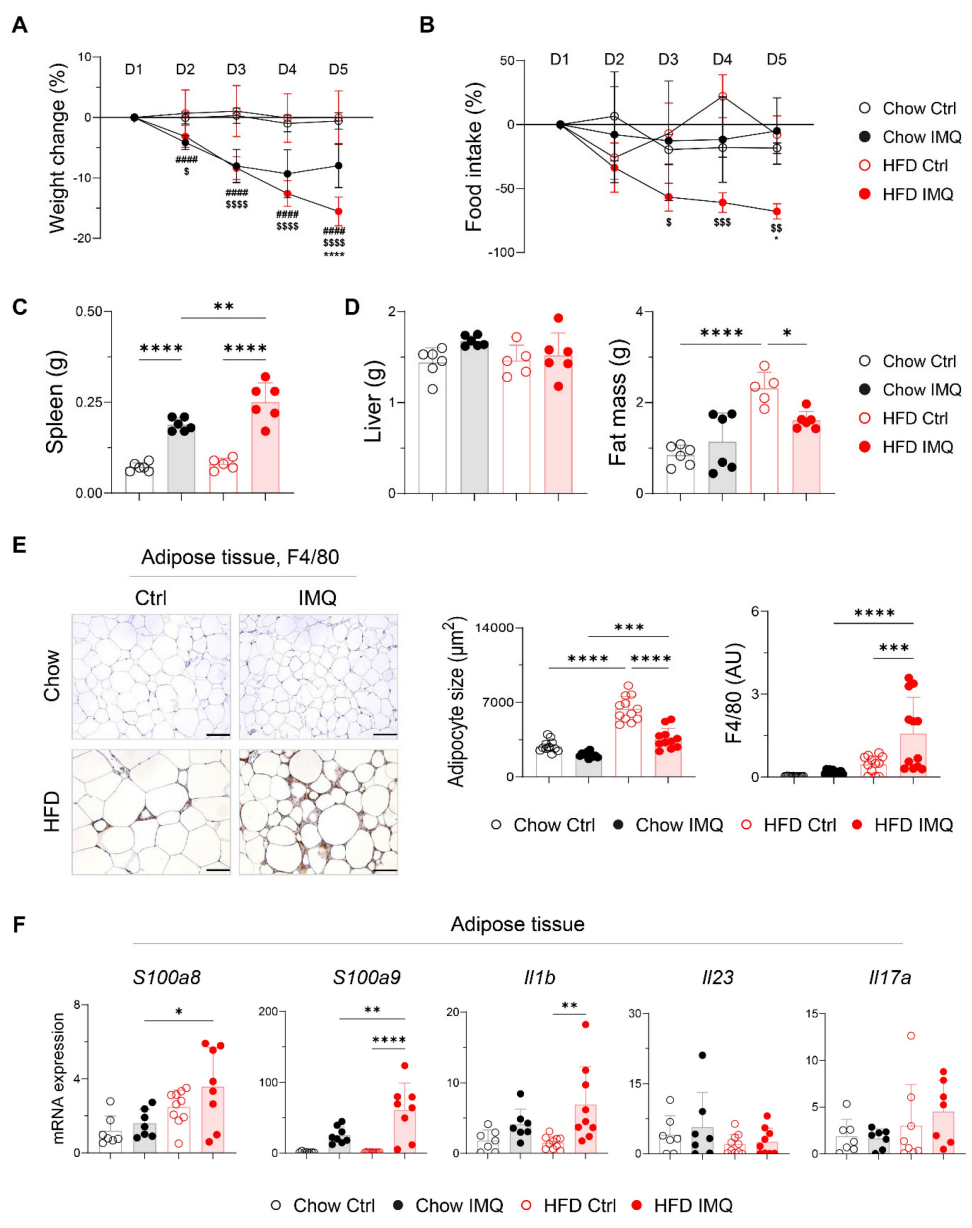
** Decreases in body weight and fat mass are pronounced in obese mice with imiquimod (IMQ)-induced psoriatic dermatitis.** (A) Body weight change (n = 12-13 per group). (B) Food intake (n = 4-5 per group). (C) Weight of the spleen. (D) Weight of the liver (left) and perigonadal adipose tissue mass (right). (E) Immunohistochemical staining images of F4/80 (left), average size of adipocyte (middle), and intensity quantification of F4/80 (right) in perigonadal adipose tissue. Scale bars = 124.5 μm. Three distinct regions of each section were analyzed for histology quantification. (F) Quantitative PCR analysis of inflammatory mediators in perigonadal adipose tissue. Data are presented as the mean ± SD. *, Chow IMQ vs. HFD IMQ; #, Chow Ctrl vs. Chow IMQ; $, HFD Ctrl vs. HFD IMQ. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 using two-way ANOVA (A and B) or one-way ANOVA (C-F).

**Figure 3:**
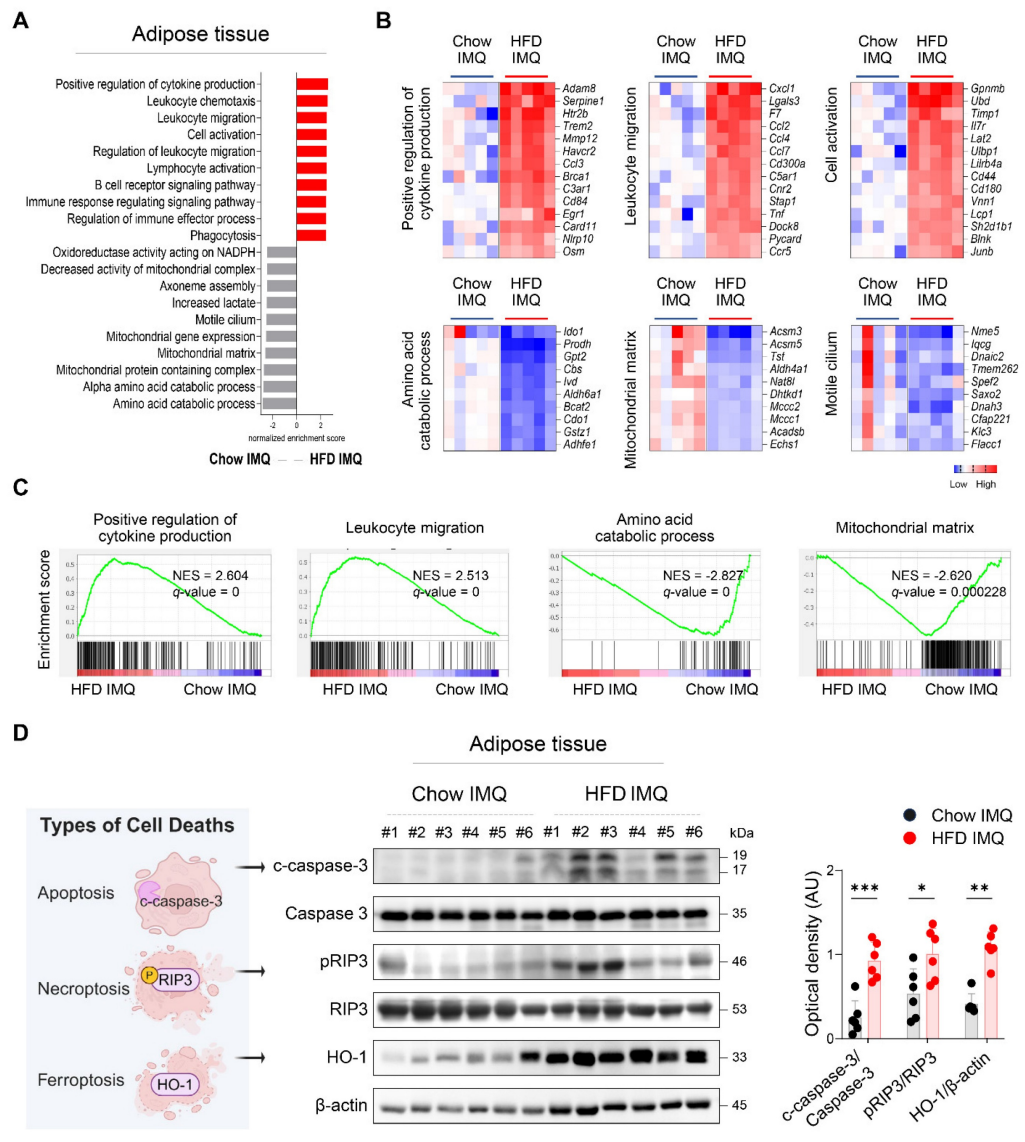
** Expression of inflammatory mediators and death-associated molecules is increased in adipose tissue of obese mice with imiquimod (IMQ)-induced psoriatic dermatitis.** (A) Gene ontology analysis of enriched genes identified in perigonadal adipose tissue using gene set enrichment analysis in mice treated with IMQ. (B and C) Selected gene sets (B) and enrichment plots (C) that were differentially expressed in the perigonadal adipose tissue of mice treated with IMQ. Heat map of the log_2_ fold change to the geometric mean of fragments per kilobase million + 0.01. Normalized enrichment score (NES) and false-discovery rate (*q*) are used to assess significance, with a threshold of *q* <0.05. (D) Schematic diagram of cell death (left), representative western blot (middle), and quantification (right) of c-caspase-3, pRIP3, and HO-1 proteins. β-actin was used as an internal control. Data are presented as the mean ± SD. *p < 0.05, **p < 0.01, and ***p < 0.001 using the unpaired *t*-test (c-caspase-3/caspase-3 and p-RIPK3/RIPK3 in D), or Mann-Whitney test (HO-1/β-actin in D).

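The heat maps of Figure 3B name 72 genes, and the counts of all 72 could be tested between HFD IMQ and Chow IMQ mice. With edgeR's test adjusted over all tested genes, 66 changed in the direction the figure shows. Adjusted over the 72 genes alone, 71 did, but as the genes were chosen by the paper from these data this second count shows no stability.

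All 14 genes of the cytokine production map were higher in HFD IMQ mice, with a median log2 fold change of 3.20, lowest for *Osm* and highest for *Adam8* (4.53, standard error 0.46, adjusted p = 0.000118). The 14 leukocyte migration genes were also all higher, with a median of 2.78 and the largest rise in *Cxcl1* (4.19, adjusted p = 0.000257). The FPKM of *Cxcl1* was 13.4 ± 8.28 (SD, n = 5) in HFD IMQ and 0.694 ± 0.226 (SD, n = 5) in Chow IMQ mice. In the cell activation map, the 14 genes ranged from 2.39 for *Junb* (adjusted p = 0.000362) to 4.97 for *Gpnmb* (adjusted p = 0.000124). *Gpnmb* had an FPKM of 695 ± 394 (SD, n = 5) in HFD IMQ and 21.7 ± 7.47 (SD, n = 5) in Chow IMQ mice.

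The 10 amino acid catabolic genes were lower in HFD IMQ mice, with a median log2 fold change of -2.16. *Adhfe1* fell least (-1.92, adjusted p = 0.000707). *Ido1* fell most (-4.33, adjusted p = 0.025), but its FPKM in Chow IMQ 2 was 6.55, and with each mouse left out in turn its fold change ranged from -4.63 to -1.91 and its adjusted p reached 0.0602. Of the 10 mitochondrial matrix genes, all of which were lower, *Acsm3* fell most (-4.13, standard error 0.88, adjusted p = 0.00545) and *Echs1* least (-1.55, standard error 0.23, adjusted p = 0.000821).

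The 10 motile cilium genes all had negative log2 fold changes, from -3.59 for *Nme5* (adjusted p = 0.0411) to -1.48 for *Flacc1* (adjusted p = 0.00402), yet only *Nme5*, *Flacc1*, *Tmem262* and *Saxo2* passed the adjusted threshold. DESeq2 called 9 of them. Without Chow IMQ 2 their median log2 fold change moved from -2.10 to -0.97, and *Nme5* did not pass (adjusted p = 0.135).

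**Figure D4:**
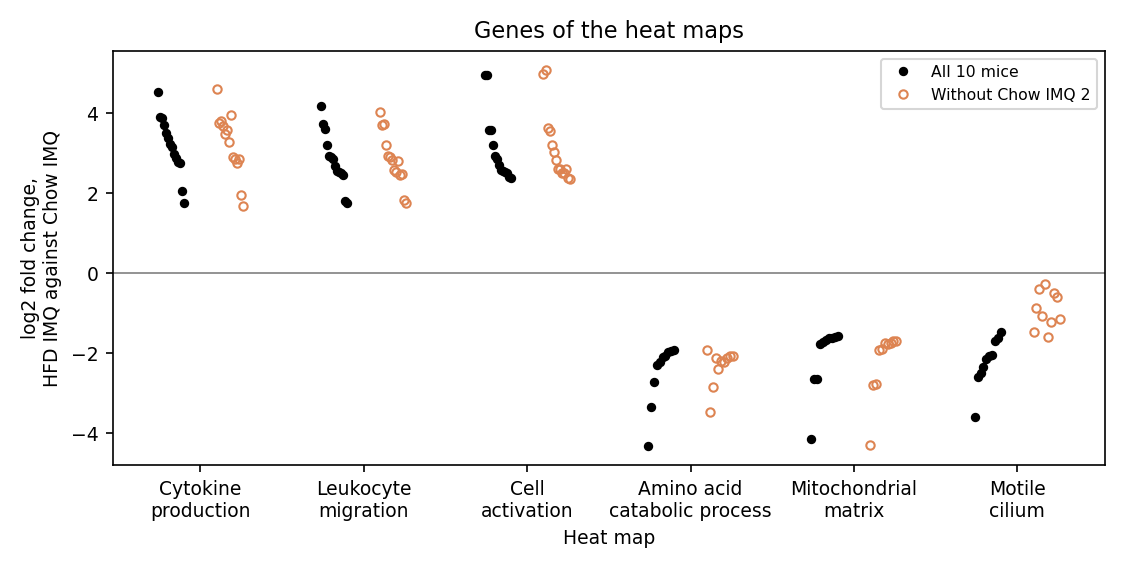
log2 fold change between HFD IMQ and Chow IMQ mice of the genes in each heat map of Figure 3B, with 1 point per gene. Filled points use all 10 mice and open points leave out Chow IMQ 2, which moves the median of the motile cilium genes from -2.10 to -0.97.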

**Figure 4:**
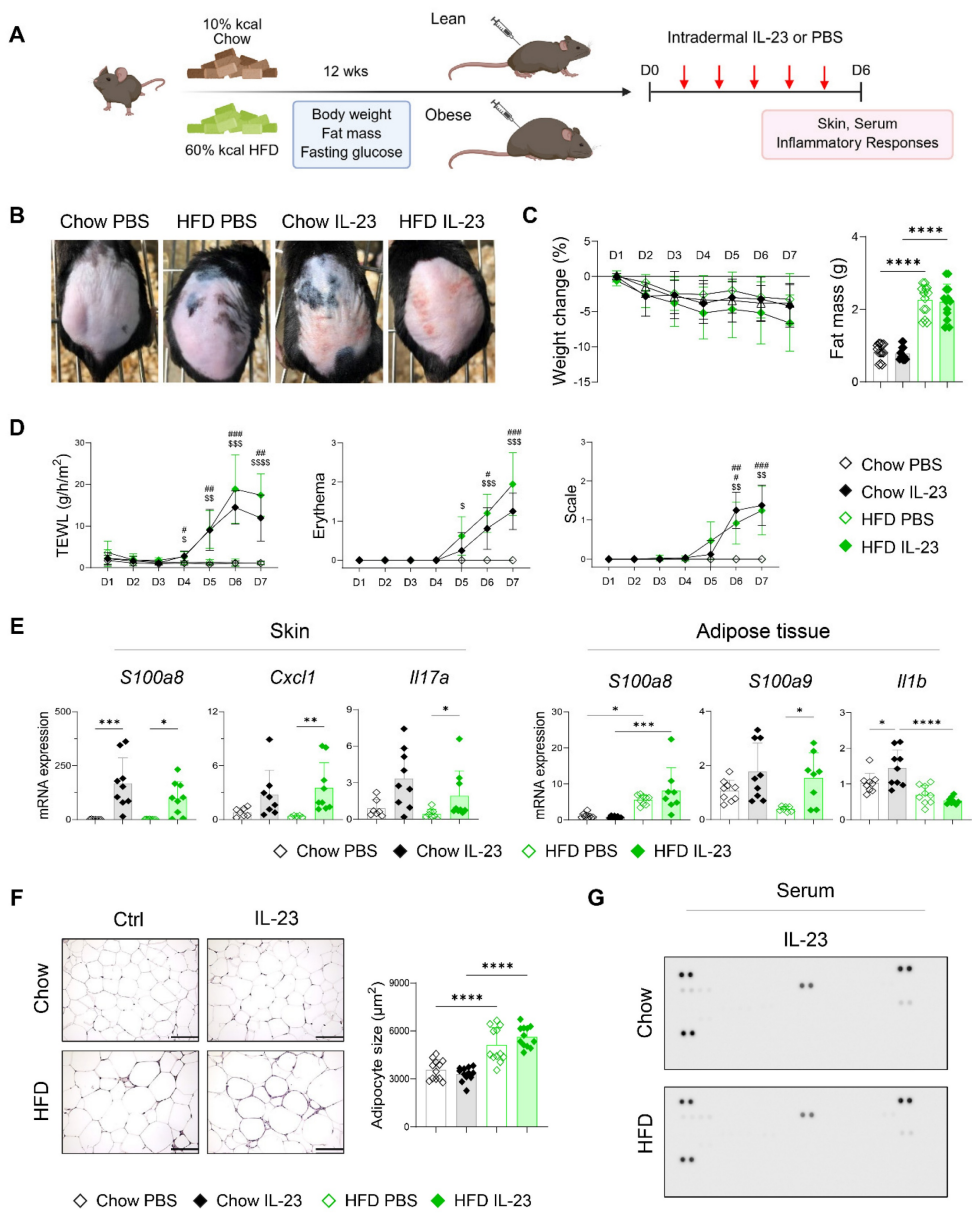
** Intradermal IL-23 injection does not exacerbate psoriatic dermatitis or induce adipose tissue damage in obese mice. (**A) Schematic diagram of experimental psoriasis induction through intradermal IL-23 injection. (B) Photographs of skin. (C) Body weight change and weight of perigonadal adipose tissue mass (n = 8-10 per group). (D) Transepithelial water loss (TEWL), erythema, and scale (n = 9-10 per group). (E) Quantitative PCR analysis of inflammatory mediators in the skin (left) and perigonadal adipose tissue (right). (F) Hematoxylin and eosin-stained images (left) and average size (right) of perigonadal adipose tissue. Scale bars = 124.5 μm. Three distinct regions of each section were analyzed for histological quantification. (G) Representative image of the cytokine array membrane. Data are presented as the mean ± SD. *, Chow IL-23 vs. HFD IL-23; #, Chow PBS vs. Chow IL-23; $, HFD PBS vs. HFD IL-23. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 using Kruskal-Wallis test (C and skin *Cxcl1* and *Il17a* in E), two-way ANOVA (D), or one-way ANOVA (E and F).

**Figure 5:**
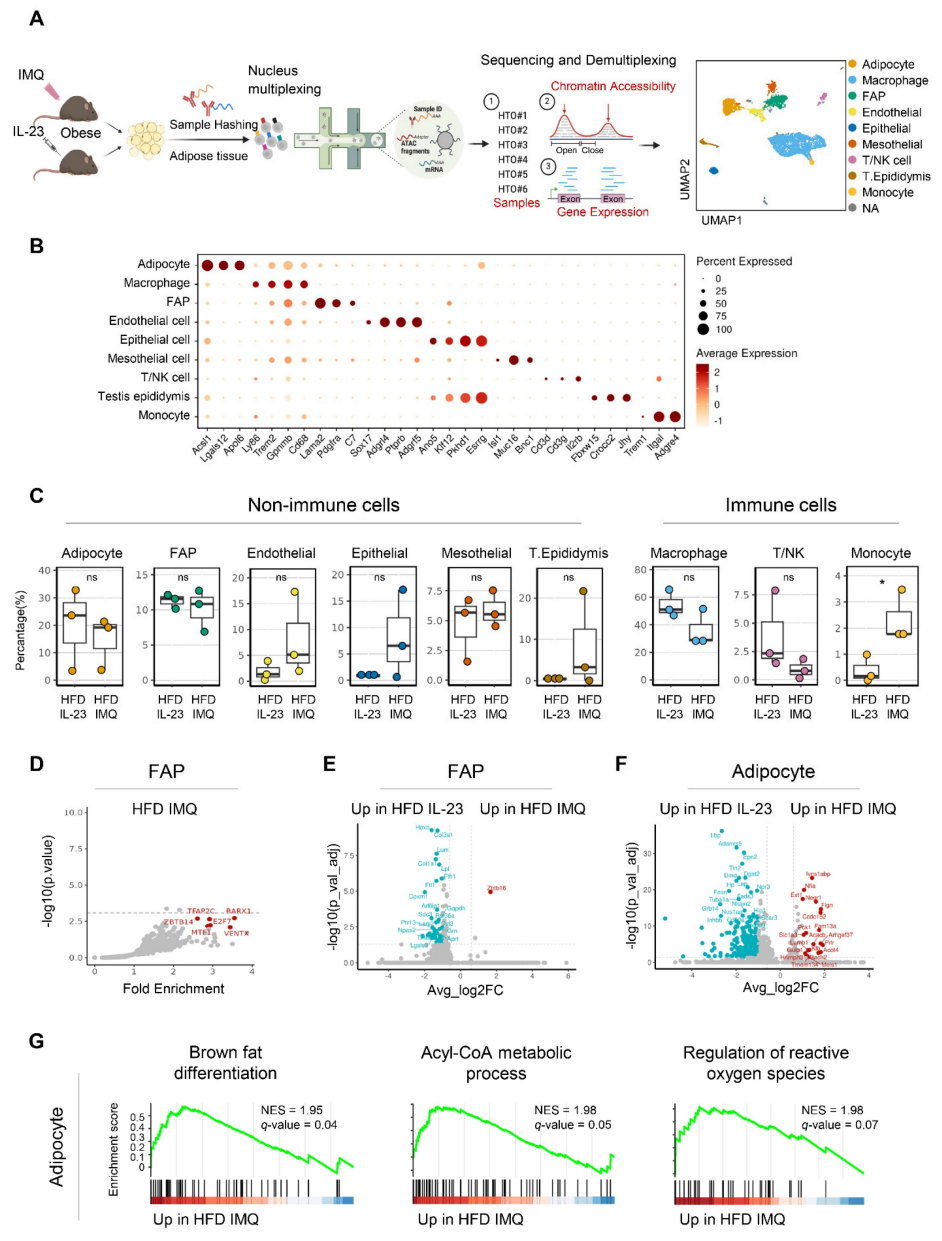
** Expression of genes implicated in catabolic pathways is upregulated in adipocytes of obese mice with imiquimod (IMQ)-induced psoriatic dermatitis.** (A) Schematic of single-nucleus RNA- and assay for transposase-accessible chromatin (ATAC)-seq of perigonadal adipose tissue. The Uniform Manifold Approximation and Projection (UMAP) plot displays deconvoluted adipose tissue cell types. (B) Dotplot of the cell composition of adipose tissue based on the differentially expressed genes across clusters. (C) Proportional differences of annotated cell types upon treatments. (D) DNA sequence motif analysis illustrating differential chromatin accessibility. The dotted line represents the significance threshold. (E) Volcano plot of differentially expressed genes in fibroblast and adipocyte progenitor cells (FAP). (F) Volcano plot of differentially expressed genes in adipocytes. (G) Running score plot of the enrichment of upregulated genes in adipocytes of IMQ-treated group within specific gene clusters. Normalized enrichment score (NES) and false-discovery rate (*q*) are used to assess significance, with a threshold of *q* <0.05. Data are presented as the mean ± SD. ns: *p* > 0.5 and *p < 0.05 using the unpaired *t*-test.

**Figure 6:**
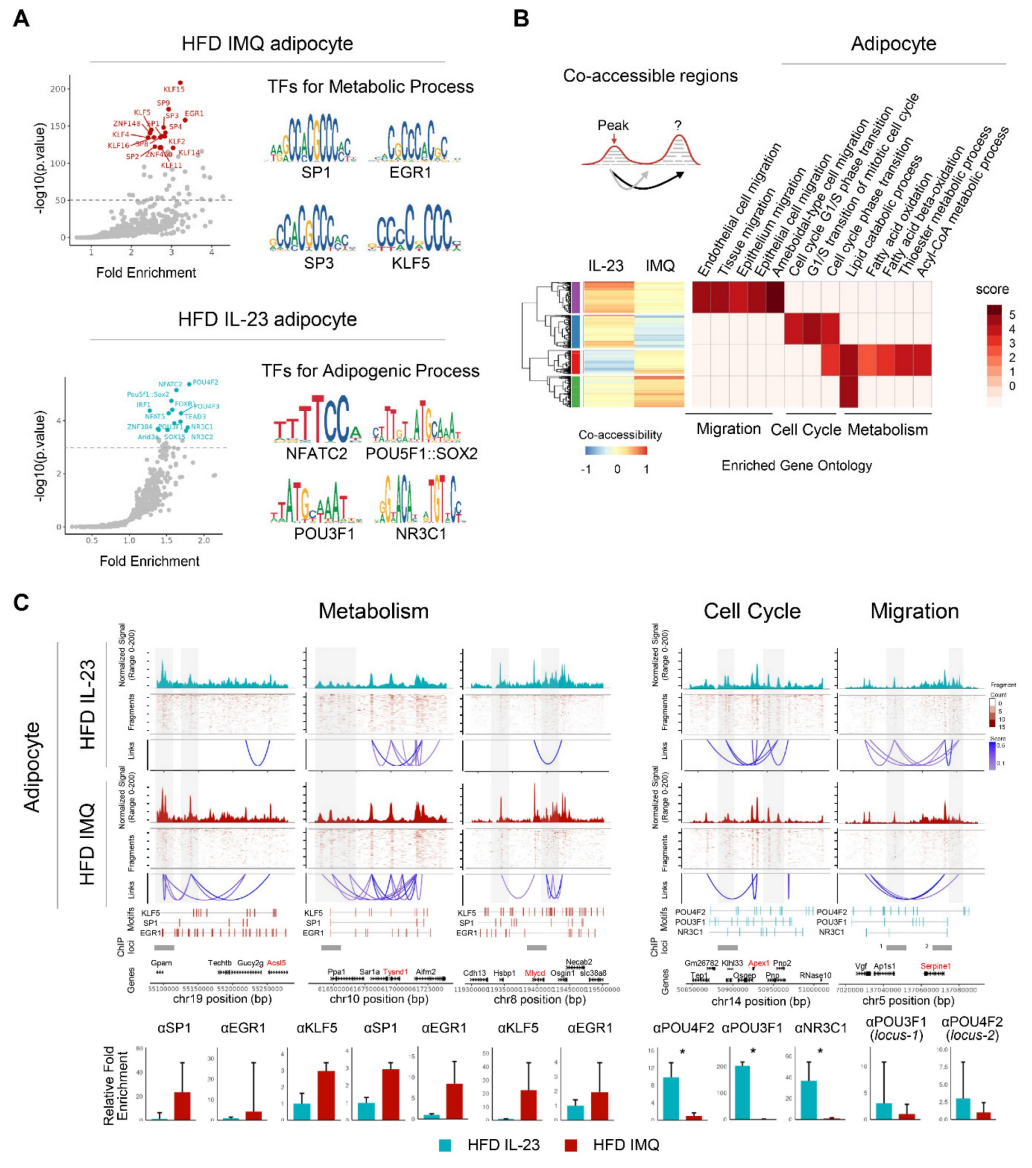
** Chromatin accessibility is reorganized to promote catabolic metabolism in adipocytes of obese mice with imiquimod (IMQ)-induced psoriatic dermatitis.** (A) DNA sequence motif analysis of differential chromatin accessibility. The position weight matrices highlight the different motif sequences (right). The dotted line represents the significance threshold. (B) Differentially enriched gene groups located in cis-co-accessible regions in adipocytes. The score is calculated using -log10(*p*-value). (C) Epigenetic alteration around co-accessible sites enriched in signatures associated with metabolism, cell cycle, and migration. The normalized signal indicates chromatin accessibility, and links identify co-accessible sites. The gray area denotes rearranged chromatins depending on IL-23 or IMQ treatment. Enriched genes are marked in red. Enriched motifs between treatments are displayed above the chromatin immunoprecipitation (ChIP) loci. The bar plot at the bottom shows quantitative real-time PCR results from ChIP assays targeting co-accessible regions containing enriched-motifs, using matched adipose tissues from IL-23- or IMQ-treated samples (n = 3). Data are presented as the mean ± SD. *p < 0.05 using the unpaired *t*-test.

**Figure 7:**
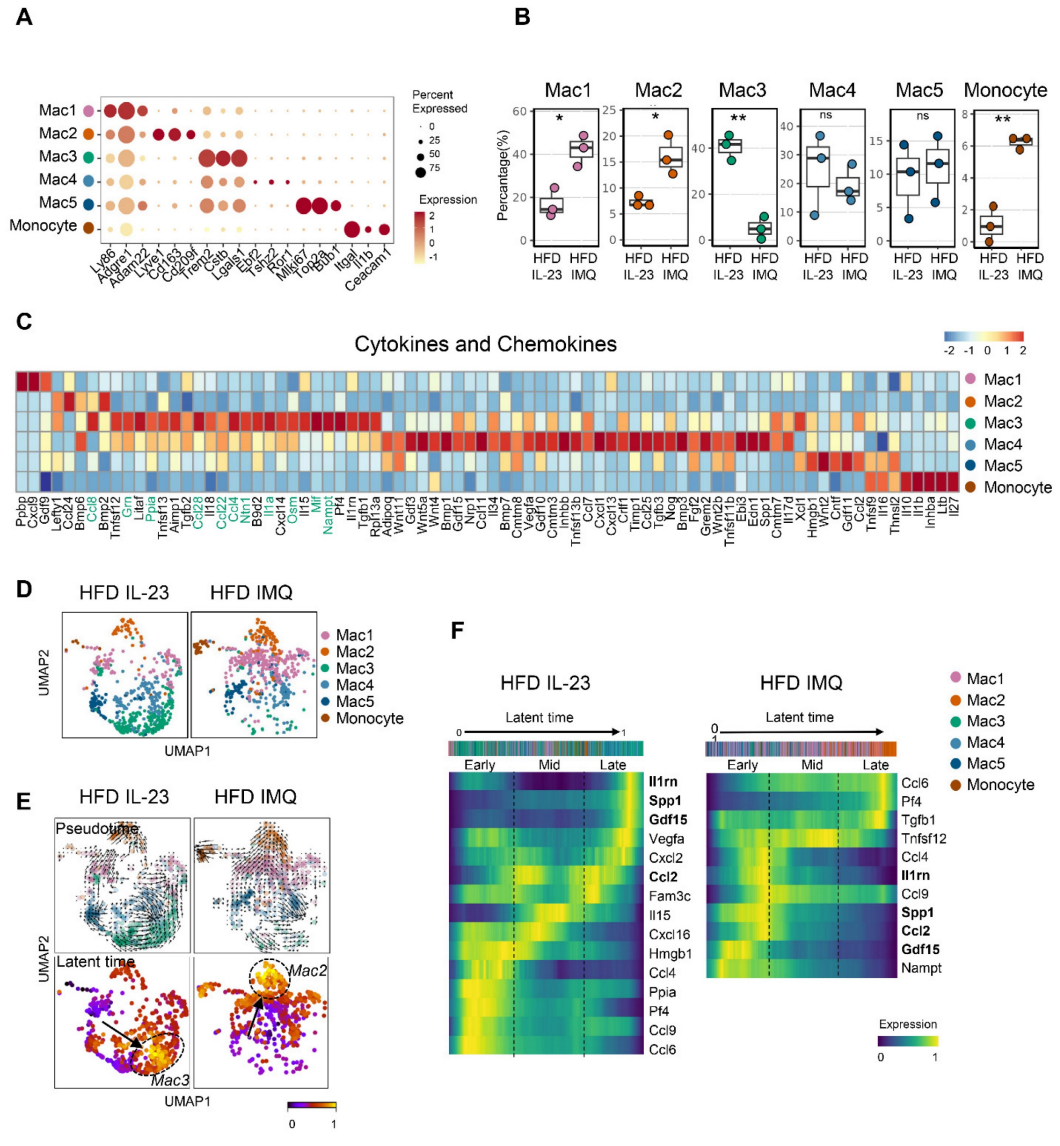
** Lipid-associated macrophages are decreased, while monocytes are increased, in adipose tissue of obese mice with imiquimod-induced psoriatic dermatitis.** (A) Dotplot identification of adipose tissue macrophage subsets by differentially expressed genes across clusters. (B) Differential distributions of adipose tissue macrophage subsets. (C) Heatmap of the expressions of cytokines and chemokines in adipose tissue macrophage subsets. (D) Uniform Manifold Approximation and Projection (UMAP) of the composition of the adipose tissue macrophage subset. (E) Pseudotime was calculated using Velocyto algorithms and is denoted by arrows with directions (upper). Latent time was calculated using scVelo algorithms; differentiation of direction is denoted by score-converted colors (bottom). (F) Gene expression kinetics along the latent time of treatment-dependent trajectories in macrophages. Heatmap indicating gene expression scores of cells according to early, mid, or late latent time. Genes shown in bold indicate overlap between the two treatments, highlighting differences in treatment-specific expression. Data are presented as the mean ± SD. ns: *p* > 0.5, *p < 0.05, and **p < 0.01 using the unpaired *t*-test.

**Figure 8:**
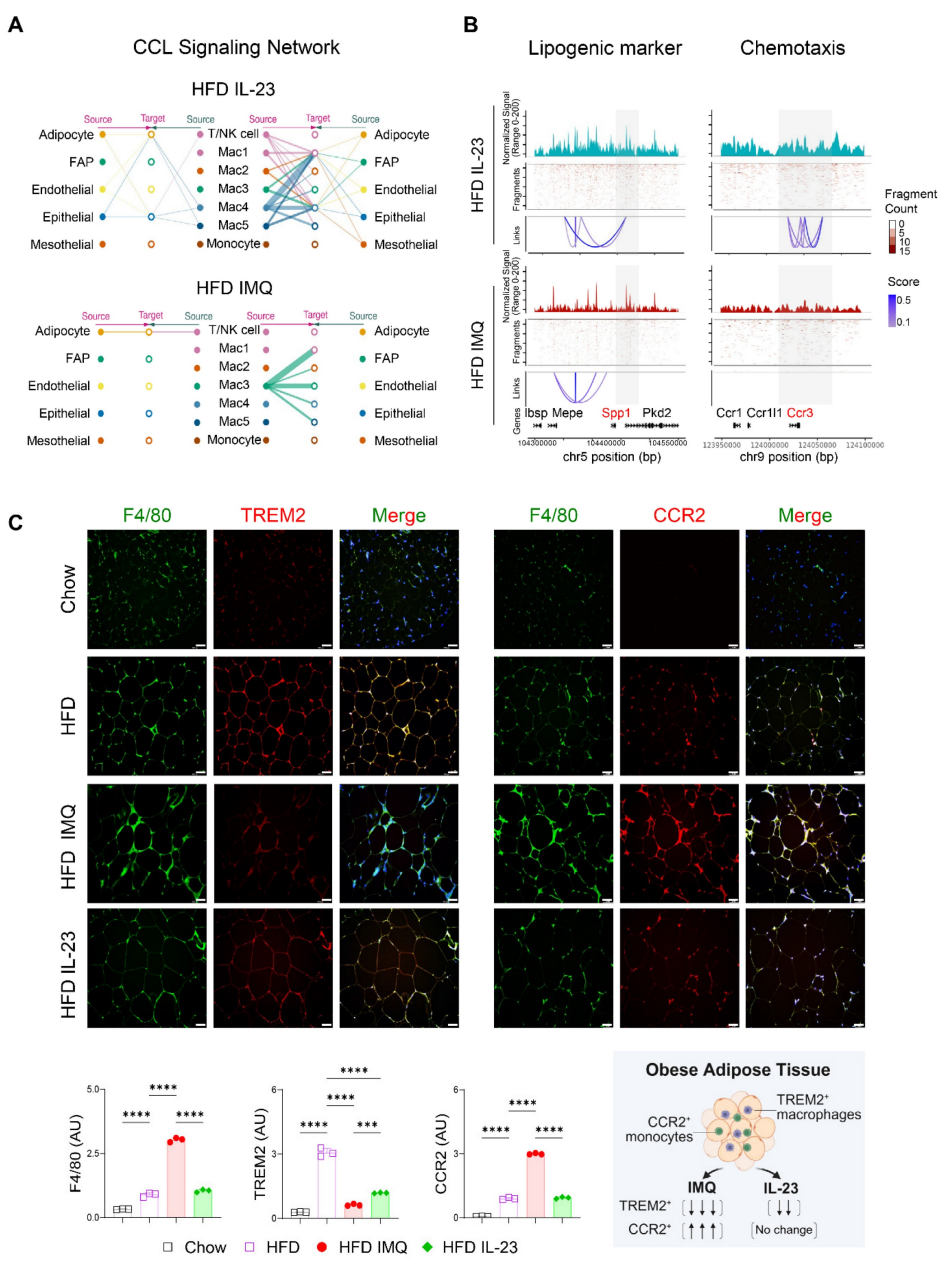
** Chemokine signaling and lipid-associated macrophage dynamics are disrupted in adipose tissue of obese mice with imiquimod (IMQ)-induced psoriatic dermatitis.** (A) CC chemokine ligand (CCL) signaling networks among cell types in adipose tissue. Line connection displays source-target interactions anticipated by ligand and receptor expression profiles. (B) Epigenetic alteration around genes in adipose tissue macrophages. Normalized signal indicates chromatin accessibility, and links indicate co-accessible regions. The gray area represents rearranged chromatins depending on IL-23 or IMQ treatment. Enriched genes are marked as red. (C) Immunofluorescence staining images (top), fluorescence signal quantification (bottom left), and schematic diagram of adipose tissue macrophage subsets (bottom right) in perigonadal adipose tissue. The fluorescence intensity of each section was analyzed. Scale bars = 124.5 μm. Data are presented as the mean ± SD. ****p < 0.0001 using one-way ANOVA.

## Abbreviations

ATAC: assay for transposase-accessible chromatin
BSA: bovine serum albumin
c-caspase-3: cleaved-caspase-3
CCL: C-C motif ligand
cDNA: complementary DNA
ChIP: chromatin immunoprecipitation
CLS: crown-like structure
CXCL: C-X-C motif ligand
DAR: differentially accessible region
DEG: differentially expressed gene
FAP: fibroblast and adipocyte progenitors
GSEA: gene set enrichment analysis
HFD: high-fat diet
HO-1: heme oxygenase-1
HTO: hash-tag barcoding antibody-oligo
PBS: phosphate-buffered saline
pRIP3: phosphorylated receptor-interacting protein kinase 3
RNA-seq: RNA-sequencing
TNFα: tumor necrosis factor-alpha
UMAP: Uniform Manifold Approximation and Projection

How the deposited data were processed for this re-analysis (not part of the article)

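Perigonadal adipose tissue from 15 male C57BL/6 mice was profiled by bulk RNA sequencing, with 5 mice in each of 3 groups: Chow-fed mice treated with imiquimod (Chow IMQ), HFD-fed mice treated with imiquimod (HFD IMQ) and HFD-fed mice injected with IL-23 (HFD IL-23). Groups and replicate numbers were taken from the sample labels. For the HFD IL-23 group the labels list imiquimod beside IL-23, whereas the paper describes injection of 1 μg IL-23 per day for 5 days, and the paper's description was used. The labels also carry numbers, written as Set8 for Chow IMQ mice and as HFD7, HFD8, HFD9 or HFD12 for HFD-fed mice. These numbers were read as sets of mice. The HFD IL-23 mice came from sets 7 and 9 and the imiquimod-treated mice from sets 8 and 12, so treatment and set cannot be separated between those groups. Single-nucleus sequencing, quantitative PCR, protein arrays and histology were not analysed here.

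The authors trimmed the reads, aligned them to mm10 with HISAT, estimated transcript abundance with StringTie, and deposited an unnormalized read count per gene and sample. The FPKM values deposited by the authors are scaled for library size and transcript length and were used here to describe named genes. The authors also deposited TPM values, which were not used. The paper's text does not name the gene annotation, and it does not state whether counting used strand or whether a count is a read or a read pair. Of 45777 gene identifiers, 45679 were found in the RefSeq gene table for GRCm38, the assembly called mm10, which supplied coordinates. Among the genes named at the claims, *Adam8*, *Adhfe1*, *Ido1*, *Acsm3*, *Echs1*, *Hmga2*, *Tm4sf19*, *Phyhipl*, *Adcy10* and *Tmem262* overlap another annotated gene and are uncertain to the extent that reads were shared.

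The total count per sample ranged from 49974165 to 71604793 over the 15 samples, and from 57914178 to 63374427 (median 62544980) in HFD IL-23 mice. The number of genes with a count ranged from 22281 to 31071, and 17991 genes had a count in all 15 samples. With 5 mice per group, variation between mice, more than counting error, limits the precision of most genes.

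Each pair of groups was compared in a fit of its own 10 samples with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), TMM normalization, Benjamini-Hochberg adjustment and an adjusted p threshold of 0.05. As in the paper's methods, genes with a count of 0 in any sample of the fit were left out, which left 18823 genes for HFD IMQ against Chow IMQ, 18456 for HFD IMQ against HFD IL-23 and 18395 for HFD IL-23 against Chow IMQ. Gene sets were tested with fgsea 1.28.0 on Reactome mouse sets of 15 to 500 tested genes, ranked by the signed square root of F. Adjusted p-values of named genes come from edgeR and those of sets from fgsea. Marker lists were summarised as the mean log2 CPM of their genes in each sample, and single samples that stood apart within a group of 5 were sought with Dixon's ratio. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

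The genes named were fixed by rule. They are the genes that the text names for bulk adipose tissue, the genes with the largest and smallest change in each heat map of Figure 3B, the genes of the paper's adipose tissue quantitative PCR, the macrophage subset markers, *Lep*, *Ripk3*, *Hmox1*, tissue markers, and the 5 largest rises and 5 largest falls among protein-coding genes that passed the threshold without overlap between groups at a mean of at least 1 CPM. *Tmem262* and *Saxo2* of the motile cilium map, and *C5ar1* and *Vnn1* among the genes that differed between HFD IMQ and HFD IL-23 mice, were named after their values were seen. Results of a few named genes are not reported here.

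The tests were checked on simulated counts for 18823 genes drawn from the means and library sizes of the samples. Of 193 changed genes that passed the filter, edgeR recovered 173 (89.6%) and called 8 unchanged genes, while DESeq2 recovered 182 (94.3%) and called 70 unchanged genes. With a replicate block edgeR recovered 150 (77.7%). All 20 changed sets among 700 were recovered by fgsea and by camera. The number of unchanged sets called was not counted. Genes were drawn independently, and 200 were changed in the gene simulation. The simulation therefore does not cover correlated genes or as many changes as the data show.

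The alternatives were DESeq2 1.42.0, RLE size factors, filterByExpr, no filter, a filter over all 15 samples, 1 fit of all 15 samples, limma-trend (limma 3.58.1), an added fold change threshold, a replicate block, set 8 alone, leaving out each mouse, and total-count scaling. For sets they were camera with an inter-gene correlation of 0.01, ranking by log2 fold change or by DESeq2's Wald statistic, sets of 10 to 500 genes, filterByExpr, the block and leaving out each mouse. The replicate block pairs mice by the number in their sample titles, although same-numbered mice are different animals.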

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

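The test of the library total of Chow IMQ 2 was chosen after the totals had been seen, and that mouse was singled out for the tests after its number of detected genes had been seen; the other tests of this part were chosen before their results were seen. Single mice were sought with Dixon's ratio in 174 sets of 5 values, each a named gene, marker list or library measure within a group, and 36 had a lowest or highest mouse beyond the 95% critical ratio of 0.71. By chance about 1 in 20, or 8.7, would be. Of the 36, 14 were in Chow IMQ 2, but the genes may not be independent, since RNA from another tissue, if present, would raise many of them together. In addition, 5 of them (*Tssk1*, *Sox30*, *Spata3*, *Phyhipl* and *Adcy10*) were named because they had the largest falls from Chow IMQ to HFD IMQ mice. That rule favours genes high in a Chow IMQ mouse.

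Chow IMQ 2 stood apart from the other Chow IMQ mice in genes of the testis. Its FPKM was 39.3 for *Tssk1* (next highest 0.936), 18.2 for *Sox30* (0.332), 93.4 for *Spata3* (3.03), 29.6 for *Phyhipl* (0.791) and 16.2 for *Adcy10* (0.277). It was also highest for *Nme5* (28.0), *Flacc1* (22.5), *Ido1* (6.55), *Gpr50* (0.666), *Krt5* (2.92, others listed at 0), *Krt14* (2.67) and the keratinocyte list (-0.003 mean log2 CPM). It was lowest for *Plin1* (336 FPKM) and the macrophage list (6.43 mean log2 CPM). RNA of the testis or epididymis carried over with the perigonadal fat was tested with lists of marker genes. The testis germ cell list exceeded the median of the other 9 imiquimod-treated mice by 11.37 on the log2 scale, the epididymis list by 7.27 and the multiciliated cell list by 5.67. The library size gave no account of this, as its total of 55677583 was the median of its group. The values are consistent with carried-over testis and epididymis RNA, which stays a hypothesis. The marker lists do not separate tissue dissected with the fat from RNA that entered later, and the keratinocyte genes were not explained by this test. No biological explanation was tested, because the mouse shares diet and treatment with its group.

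The motile cilium genes of Figure 3B were lower in HFD IMQ mice, and Chow IMQ 2 might have produced this alone. Without it their median log2 fold change was -0.97, compared with -2.10 with it, and 3 of the 10 genes passed in place of 4. The paper chose these genes from these data for being lower, so their median does not decide this. For the 3 genes that passed without that mouse (*Flacc1*, *Saxo2* and *Tmem262*), with adjustment over all tested genes, it was not the only source. A set not chosen in this way, assembly of the primary cilium, names another kind of cilium, so it does not decide this for the motile cilium genes either. Its NES moved from -1.25 to 0.795 without that mouse. Its adjusted p (fgsea) ranged from 0.00812 to 1 with a mouse left out, reaching 1 without Chow IMQ 2. The Chow IMQ 3 and 4 testis germ cell lists (2.26 and 3.70) were also above those of HFD IMQ mice (-5.64 to 0.112). A smaller amount of the same RNA in other Chow IMQ mice thus remains possible and was not tested separately. For *Flacc1* and *Saxo2* the values argue against testis germ cell RNA. Chow IMQ 1 and 5 had lower testis germ cell lists (-2.63 and -1.25) than HFD IMQ 4 (0.112). Yet their FPKM of *Flacc1* (7.89 and 5.94) and *Saxo2* (0.579 and 0.479) exceeded every HFD IMQ mouse (at most 4.26 and 0.267). Epididymis RNA stays possible for these genes. The epididymis list of Chow IMQ 1 (-2.12) was above that of HFD IMQ 4 (-4.23), while that of Chow IMQ 5 (-5.02) was below. The other motile cilium genes, *Tmem262* among them, overlapped between the groups, and for them RNA of either tissue stays possible.

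In HFD IL-23 5 the testis germ cell list had a mean log2 CPM of 6.07 (6.065), compared with -5.92 to 1.35 in the other HFD IL-23 mice, whose bulk RNA sequencing the paper's main figures do not show. The same mouse was highest in its group for *Spata3* (FPKM 11.7), *Tssk1* (2.39), *Phyhipl* (1.99), *Adcy10* (1.80), *Sox30* (0.9425), *Krt14* (6.57) and *Krt5* (0.0133, others listed at 0). HFD IMQ 4 was highest in its group for the multiciliated cell list (0.949 mean log2 CPM, next highest -2.51), *Nme5* (FPKM 1.49) and *Spata3* (0.577). No explanation was tested for these mice, technical or biological.

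HFD IL-23 3 had the highest FPKM of its group for *Gpnmb* (1189, next highest 500), *Adam8* (142), *Il1rn* (85.5), *Tm4sf19* (68.4) and *Junb* (28.5). Its macrophage list (8.28 mean log2 CPM) was the highest and its adipocyte list (9.48) the lowest among HFD IL-23 mice. No explanation was tested for this mouse.

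The remaining single mice each stood apart in 1 or a few genes. HFD IMQ 5 was highest for the keratinocyte list (-1.59 mean log2 CPM) and *Krt5* (FPKM 0.245, others listed at 0), HFD IMQ 4 for *Acsm3* (2.87), HFD IL-23 4 for *Acsm3* (1.76) and HFD IL-23 2 for *Lyve1* (20.6). *Il23a* had an FPKM of 0.0324 in HFD IMQ 3 and 0.0362 in HFD IL-23 2 and was listed at 0 in the other mice of those groups. No explanation was tested for these values.

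HFD IMQ and HFD IL-23 mice differed in 1559 of 18456 genes (edgeR's quasi-likelihood test), of which 738 were higher and 821 lower in HFD IMQ mice. The paper's text names no bulk RNA sequencing for this comparison; its supplementary figures were not used here. Of the 16 divisions of the 10 mice that separate all 5 same-numbered pairs, 1 gave as many genes, the treatment groups themselves. The other 15 gave 0 genes each, with at most 2434 genes at an unadjusted p under 0.05. A further 24 divisions that keep some pairs together also gave 0 genes, with 141 to 4338 at an unadjusted p under 0.05. None of these other divisions gave as many genes as the treatment groups, although the 16 that separate all pairs are too few for a share under 0.05. Imiquimod-treated mice came from sets 8 and 12 and IL-23-injected mice from sets 7 and 9, so the treatment cannot be told apart from the set of mice.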

How the results depend on the processing

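The designs, the rule for the named genes and all alternatives apart from total-count scaling were set before the data were examined; total-count scaling was added after seeing the data. A pseudocount alternative was not run because counts were used.

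The 5955 genes that differed between HFD IMQ and Chow IMQ mice became 2924 when an absolute log2 fold change of at least 1 was required. The other alternatives gave between 4267 (set 8 alone) and 6578 genes (DESeq2), and 5529 of the genes called by DESeq2 were shared with the 5955. Leaving out each mouse in turn gave 4349 to 7026. The replicate block gave 4384 genes. Same-numbered mice did not deviate together in this comparison (mean correlation of deviations 0.061), nor between HFD IMQ and HFD IL-23 mice (0.079). With the block 268 gene sets passed for HFD IMQ against Chow IMQ, 261 of them among the 287, and 199 passed for HFD IMQ against HFD IL-23, 188 of them among the 216.

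HFD IMQ against HFD IL-23 was less stable. Its 1559 genes became 3517 with DESeq2, 2353 with all 15 samples in 1 fit, 822 with the replicate block, 792 with a log2 fold change of at least 1, and 676 without a filter. They ranged from 476 to 3662 across the fits that left out a mouse. In the simulation DESeq2 called more unchanged genes than edgeR, 70 compared with 8; otherwise the cause was not tested. Total-count scaling shifted the median log2 fold change of all genes from -0.042 to 0.074, and 1048 of 1648 genes (63.6%) were then higher in HFD IMQ mice, compared with 738 of 1559 (47.3%). Its 216 gene sets became 127 with cameraPR and 114 when ranked by log2 fold change.

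The 4530 genes for HFD IL-23 against Chow IMQ became 6151 with all 15 samples in 1 fit, 5996 with DESeq2, 2458 without a filter, 2454 with the replicate block and 2429 with the fold change threshold, and ranged from 2813 to 6431 with a mouse left out.

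Of the 72 genes of Figure 3B, between 63 and 71 passed in the direction of the figure between the diet groups across the alternatives and the fits with a mouse left out. The 4 motile cilium genes became 9 with DESeq2 and 2 without a filter, and ranged from 2 to 7 with a mouse left out. The 10 genes that differed between HFD IMQ and HFD IL-23 mice became 21 with DESeq2, 17 with all 15 samples in 1 fit and 5 without a filter, and ranged from 5 to 16 with a mouse left out. The cause was not tested.

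Among named genes, 661 values under alternatives other than leaving out a mouse kept direction and side of the threshold in 613 cases; 39 became weaker, 9 stronger and none reversed. With a mouse left out, 602 of 650 stayed, 34 became weaker, 11 stronger and 3 reversed. The reversals were in HFD IMQ against HFD IL-23, where neither gene passed: *Ly86* ranged from -0.025 to 0.386 and *Hmox1* from -0.028 to 0.313, the latter also at -0.018 without HFD IL-23 2. For named sets, 62 of 66 values stayed under other alternatives, 3 became weaker and 1 stronger. With a mouse left out, 103 of 110 stayed, 2 became weaker and 4 stronger. Assembly of the primary cilium reversed without Chow IMQ 2, and its adjusted p ranged from 0.00812 to 1.

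Depth limits transcripts near the floor of 3 counts. *Il17a* had no count in any of the 15 samples and *Il23a* had an FPKM of at most 0.0971, so neither was testable at this depth.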

Differences from the paper's values

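The paper's text and figures give no value for a measure computed here apart from the scores of gene ontology sets, which were not used here.

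The paper places *Osm*, *Tnf* and *Pycard* among the genes with the highest rise in HFD IMQ mice. Ordered by log2 fold change among the 3081 genes that were higher, *Tnf* stood at place 183 (the top 5.94%), *Pycard* at 491 (the top 15.9%) and *Osm* at 536 (the top 17.4%). Ordered by p-value, *Pycard* stood at place 52, *Tnf* at 385 and *Osm* at 968.

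Figure 3B shows motile cilium genes as lower in HFD IMQ mice. Of its 10 genes, 4 passed the adjusted threshold here. Of the alternatives set before the data were examined, DESeq2, the paper's own tool, called 9, and the filter over all 15 samples and the fit of all 15 samples called 5 each. The fits that left out a mouse called up to 7. The others called 4 or fewer.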

Other observations

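The tests in this part were chosen before their results were seen, except that the matching of genes to GC content and length was widened after a first result on fewer genes had been seen. Values of the HFD IL-23 group come from mice of other sets than the imiquimod-treated mice.

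The number of genes that differed between HFD IMQ and Chow IMQ mice was examined for technical sources. Within HFD IMQ, the 3 mice of set 8 and the 2 mice of set 12 differed in 0 of 19767 genes, with 902 at an unadjusted p under 0.05, although these are fewer mice than in the comparison of diets. Within set 8 alone the diets differed in 4267 genes. With all 10 libraries thinned to a library size of 49974165 counts, 5885 genes were called, 5768 of them shared with the 5955 called without thinning. GC content and transcript length were known for 17298 tested genes (91.9%), matched by gene identifier, symbol or synonym. With each library's trend on both removed, 6214 of these genes were called, compared with 5632 without the correction, and 5395 were shared. Of the 16 divisions that separate all same-numbered pairs, only the diet groups gave as many genes. The other 15 gave at most 1 gene, with 413 to 4679 at an unadjusted p under 0.05, and 24 divisions that keep some pairs together gave at most 1242. Without Chow IMQ 2, the mouse with the highest testis germ cell list, 7026 genes were called, and 5552 of the 5955 were among them. These results went against set as read from the labels, library size, GC content, length and Chow IMQ 2 as sources of most of the difference. The batch of library preparation was not known here, so a batch shared with diet could not be tested. None of the other divisions gave as many genes as the diet groups, although the 16 that separate all pairs are too few for a share under 0.05.

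The counts of gene sets behaved otherwise. For HFD IMQ against Chow IMQ, 5 of the 16 divisions gave at least the 287 sets of the diet groups, and the other 15 gave 59 to 340 sets with a median of 199. For HFD IMQ against HFD IL-23, 9 of the 16 gave at least 216 sets, and the other 15 gave 3 to 310. For the diets, the other 4 divisions that gave as many sets exchange a single pair of mice and so keep most of the diet contrast, and none of the 10 divisions that exchange 2 pairs did (59 to 245 sets). For HFD IMQ against HFD IL-23, 3 of the 5 divisions that exchange a single pair and 5 of the 10 that exchange 2 pairs gave as many sets. In that comparison the number of sets did not separate the treatment groups from other divisions of the same mice.

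A lower level of the amino acid catabolic and mitochondrial matrix genes might follow from dilution of adipocyte RNA by RNA of infiltrating leukocytes. The 10 adipocyte marker genes had a median log2 fold change of -0.63, or 31.3% of the -2.01 of the 20 genes of these heat maps, and 4 of the 10 passed as lower. The adipocyte genes spread widely, from -4.13 to 0.79 (*Lep*). As differences of mean log2 CPM, the adipocyte list fell by 1.16, the amino acid catabolic list by 2.29 and the mitochondrial matrix list by 2.19. The paper chose the 20 genes from these data for falling, which by itself tends to make their fall larger than that of a list chosen beforehand, so dilution remains open as an explanation for part of the fall.

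The inflammatory genes of Figure 3B might be raised by the high-fat diet without imiquimod. No untreated HFD-fed mice were analysed here, and the HFD IL-23 mice took their place. Of the 42 genes, 5 were higher in HFD IMQ than in HFD IL-23 mice (among them *Cxcl1*, *C5ar1*, *Tnf* and *Vnn1*), 32 had a positive log2 fold change, and none was lower at an adjusted p under 0.05. Their median log2 fold change was 2.91 for HFD IMQ against Chow IMQ, 0.43 for HFD IMQ against HFD IL-23 and 2.40 for HFD IL-23 against Chow IMQ, in which 39 of the 42 were higher. Over all genes of the figure, 10 differed between the HFD groups when adjusted over all tested genes and 18 when adjusted over the figure's genes alone. Of the 20 amino acid catabolic and mitochondrial matrix genes, 1 of which was not tested in these comparisons, 17 were lower in HFD IL-23 than in Chow IMQ mice and 4 were lower in HFD IMQ than in HFD IL-23 mice. The 5 genes fell just outside the limit set for a diet effect and far from the limit set for an imiquimod effect. Set, IL-23 and diet cannot be separated in these groups, so no source was assigned. The labels of the HFD IL-23 mice also list imiquimod, unlike the paper's description. If the labels are right, these values say nothing about the diet without imiquimod.

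HFD IL-23 and Chow IMQ mice, which differ in diet and treatment, differed in 4530 of 18395 genes, 2416 higher and 2114 lower in HFD IL-23 mice. With the replicate number as a block the count was 2454. Deviations of same-numbered mice had a mean correlation of -0.147 in this comparison. Of the 16 divisions, 1 gave as many genes, the groups themselves. The other 15 gave 0 genes, with 256 to 5511 at an unadjusted p under 0.05. Of the 3081 genes that were higher in HFD IMQ than in Chow IMQ mice, 3062 were tested in the other comparisons, where 1620 were also higher in HFD IL-23 than in Chow IMQ mice and 404 were higher in HFD IMQ than in HFD IL-23 mice. Of the 2874 that were lower, 2725 were tested, of which 1201 were also lower in HFD IL-23 than in Chow IMQ mice and 338 were lower in HFD IMQ than in HFD IL-23 mice.

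Genes that the paper measured by quantitative PCR in adipose tissue were read from the sequencing counts. For each fold change below, the mice counted are those of the first group whose FPKM lay on that side of the other group's mean. *S100a8* (log2 fold change 1.49, adjusted p = 0.0582) and *S100a9* (1.39, adjusted p = 0.116) did not pass for HFD IMQ against Chow IMQ (4 of 5 mice each). *Il1b* passed (1.69, adjusted p = 0.0423, 4 of 5 mice), although its adjusted p reached 0.0933 with a mouse left out. Against HFD IL-23 mice, *S100a9* (3.96, adjusted p = 0.0188) and *Il1b* (2.72, adjusted p = 0.0212) were higher in HFD IMQ mice (5 of 5 mice each), while *S100a8* was not (-1.34, adjusted p = 0.176). The calprotectin subunits *S100a8* and *S100a9* thus moved apart, as *S100a8* was higher (2.79, adjusted p = 0.00536) and *S100a9* lower (-2.60, adjusted p = 0.0111) in HFD IL-23 than in Chow IMQ mice (5 of 5 mice each). The cause was not tested.

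The paper reports more pRIP3 and HO-1 protein in HFD-fed than Chow-fed mice treated with imiquimod (Figure 3D). In RNA, *Ripk3* (log2 fold change 1.48, adjusted p = 0.00034) and *Hmox1* (1.44, adjusted p = 0.000271) were higher in HFD IMQ mice (5 of 5 mice each). RNA does not measure phosphorylation.

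The paper reports changes of macrophage subsets between imiquimod-treated and IL-23-injected obese mice from single-nucleus data (Figure 7), which were not analysed here, and of their marker genes in Figure S6, whose assay the paper's text does not name. In bulk tissue, none of *Ly86*, *Adam22*, *Lyve1*, *Cd163* and *Cd209f* passed for HFD IMQ against HFD IL-23, with log2 fold changes from 0.18 to 0.72 and adjusted p-values from 0.114 to 0.764 (from 2 of 5 mice for *Adam22* to 5 of 5 for *Cd163*). *Trem2* did not pass either (-0.40, adjusted p = 0.59), and it was higher than in Chow IMQ mice in both HFD groups, with log2 fold changes of 3.70 (adjusted p = 0.000163) in HFD IMQ and 4.07 (adjusted p = 0.000645) in HFD IL-23 mice (5 of 5 mice each). The mean log2 CPM of 3 Mac3 marker genes lay between 7.66 and 8.94 in HFD IMQ and between 8.06 and 9.63 in HFD IL-23 mice. Among HFD IL-23 mice it was 8.06 and 8.19 in set 7 and between 9.32 and 9.63 in set 9. *Trem2* (FPKM 79.9 and 86.3 in set 7, 214 to 352 in set 9) and *Ly86* (24.3 and 30.3, 67.8 to 85.9) parted likewise. *Lyve1* and *Cd209f* did not, and no test compared these sets. The mean log2 CPM of 6 monocyte genes lay between 3.87 and 4.83 in HFD IMQ and between 3.23 and 3.94 in HFD IL-23 mice. Both lists leaned the way the paper reports, but their ranges overlapped and the lists were not tested. Within the monocyte list *Ccr2* went the other way, and CCR2 is the protein by which the paper stained monocytes (Figure 8C). The FPKM of *Ccr2* lay between 5 and 10.2 in HFD IMQ and between 12.6 and 21.2 in HFD IL-23 mice. *Itgal*, *Adgre4* and *Treml4* were higher in every HFD IMQ mouse than in any HFD IL-23 mouse. *Lep* was lower in HFD IMQ than in HFD IL-23 mice (-1.20, adjusted p = 0.0185, 5 of 5 mice).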
